# Hydrogen peroxide positively regulates brassinosteroid signaling through oxidation of the BRASSINAZOLE-RESISTANT1 transcription factor

**DOI:** 10.1038/s41467-018-03463-x

**Published:** 2018-03-14

**Authors:** Yanchen Tian, Min Fan, Zhaoxia Qin, Hongjun Lv, Minmin Wang, Zhe Zhang, Wenying Zhou, Na Zhao, Xiaohui Li, Chao Han, Zhaojun Ding, Wenfei Wang, Zhi-Yong Wang, Ming-Yi Bai

## Abstract

Hydrogen peroxide (H_2_O_2_) is an important signaling molecule in plant developmental processes and stress responses. However, whether H_2_O_2_-mediated signaling crosstalks with plant hormone signaling is largely unclear. Here, we show that H_2_O_2_ induces the oxidation of the BRASSINAZOLE-RESISTANT1 (BZR1) transcription factor, which functions as a master regulator of brassinosteroid (BR) signaling. Oxidative modification enhances BZR1 transcriptional activity by promoting its interaction with key regulators in the auxin-signaling and light-signaling pathways, including AUXIN RESPONSE FACTOR6 (ARF6) and PHYTOCHROME INTERACTING FACTOR4 (PIF4). Genome-wide analysis shows that H_2_O_2_-dependent regulation of BZR1 activity plays a major role in modifying gene expression related to several BR-mediated biological processes. Furthermore, we show that the thioredoxin TRXh5 can interact with BZR1 and catalyzes its reduction. We conclude that reversible oxidation of BZR1 connects H_2_O_2_-mediated and thioredoxin-mediated redox signaling to BR signaling to regulate plant development.

## Abstract (web summary)

Hydrogen peroxide and brassinosteroids (BR) both regulate plant development and stress responses. Here Tian et al. show that hydrogen peroxide can trigger oxidation of the BR-responsive BZR1 transcription factor and promote its transcriptional activity, thereby linking BR and redox signaling.

## Introduction

Reactive oxygen species (ROS) are initially considered to be toxic by-products that accumulate under stress conditions and cause irreversible damage to cells^1^. Recently, ROS are recognized as important signaling molecules that regulate normal plant growth and development, as well as stress responses^1,2^. ROS include superoxide anion (O_2_^•−^), hydrogen peroxide (H_2_O_2_), singlet oxygen (^1^O_2_), and hydroxyl radical (OH^•^). Among these, H_2_O_2_ is considered an important redox signaling molecule, given its specific physical and chemical properties, including a remarkable stability within cells (half time of 10^−3^ s), and rapid and reversible oxidation of target proteins^3^. H_2_O_2_ can cause oxidation of thiol groups of cysteines in target proteins, which either activates, inactivates, or alters their structure and function^3^. Elucidation of how H_2_O_2_ is sensed and how this signal is transmitted to the cell machinery is central to our understanding of so-called “redox signaling” pathways.

H_2_O_2_ interplays with diverse phytohormone signals to regulate plant developmental processes and stress responses^4^. Abscisic acid is a stress hormone that has important roles in regulating plant responses to abiotic stress as well as controlling seed germination and stomatal movement. ABA treatment induces the production of H_2_O_2_, which in turn activates the plasma membrane calcium channel and promotes the stomatal closure. ABA-insensitive loci ABI1 and ABI2, which encode protein phosphatase 2C, are the key negative components of the ABA signaling pathway, in which H_2_O_2_ may directly inhibit PP activity of ABI1 and ABI2 to positively regulate the transduction of ABA^5,6^. Salicylic acid (SA) plays crucial roles in the plant defense response to biotrophic pathogens. Upon exposure to biotrophic pathogens, SA accumulates and triggers an early burst of H_2_O_2_ by binding to CATALASE2 (CAT2), thereby inhibiting catalysis of H_2_O_2_ decomposition to water and oxygen. An increasing level of H_2_O_2_ induces the sulfenylation of the auxin-biosynthesis enzyme, tryptophan synthetase B subunit 1 and subsequently reduces the auxin levels. At the same time, SA binding to CAT2 also inhibits the stimulation of the enzymatic activity of jasmonic acid (JA) biosynthesis genes ACYL-CoA OXIDASE 2 and 3 (ACX2 and ACX3) to repress JA production. The decrease in auxin and JA accumulation reinforces plant immunity against biotrophic pathogens^7^. Following the SA-induced increase in oxidation potential, which did not last long, plant cells overcompensate with both enzymatic and non-enzymatic antioxidants to protect against oxidative stress. NONEXPRESSOR of PR GENES 1 (NPR1) senses the SA-mediated cellular redox changes and undergoes a change from the oligomeric state to the monomeric form. The redox-activated NPR1 is translocated to the nucleus, where it interacts with TGA transcription factors to activate the expression of PR genes and the plant immune response^8^.

Brassinosteroids (BRs) are a group of plant steroid hormones that play fundamental roles in plant growth, development, and stress responses^9,10^. BR perception through the plasma membrane-localized receptor kinase BRASSINOSTEROID INSENSITIVE1 (BRI1) promotes the association of BRI1 with co-receptor BRI1-ASSOCIATED KINASE1 (BAK1) and induces a phosphorylation-dephosphorylation cascade that activates BRASSINAZOLE-RESISTANT1 (BZR1) and BRI1-EMS-SUPPSSOR1 (BES1), two homologous transcription factors, to regulate expression of thousands of BR-responsive genes^11,12^. In the absence of BR, BZR1 and BES1 are phosphorylated by the GSK3-like kinase BRASSINOSTEROID-INSENSITIVE2 (BIN2), they lose their DNA-binding activity, and are retained in the cytosol due to binding to the 14-3-3 proteins^12^. When BR levels are high, BZR1 is dephosphorylated by protein phosphatase 2A (PP2A), and subsequently translocated into the nucleus to bind and regulate target gene expression^13,14^.

Recent studies uncovered a role of H_2_O_2_ in BR regulation of plant growth and stress responses^15,16^. Low BR levels induce a transient H_2_O_2_ production and change the cellular redox status in guard cells, thus resulting in stomata opening^15^. High BR levels induce prolonged H_2_O_2_ accumulation, which facilitates stress responses and stomata closure. Inhibition of H_2_O_2_ accumulation by chemical agents, such as ascorbic acid or diphenylene iodonium (DPI)^17^, blocked BR-induced stomata closure, indicating an essential role for H_2_O_2_ in BR-induced stomata closure. However, the interplay between H_2_O_2_ and BR signaling in plant development remains unclear.

In this study, we demonstrate a critical role of H_2_O_2_ in BR regulation of gene expression and seedling growth and development. We find that BR not only inhibits the kinase activity of BIN2 to promote BZR1 dephosphorylation and DNA-binding ability, but also triggers the accumulation of H_2_O_2_ to induce BZR1 oxidation, which increases the transcriptional activity of BZR1 by enhancing its binding affinity to its partners such as PIF4 and ARF6. We further show that oxidized BZR1 is reduced by a thioredoxin protein, TRXh5. Mutations of oxidative sites in BZR1 and overexpression of *TRXh5* both reduce BZR1 functions in cell elongation and QC cell division. Our study demonstrates that BZR1 activity is regulated by the opposing redox actions of H_2_O_2_ and TRXh5.

## Results

### H_2_O_2_ is required for the BR-mediated seedling development

To determine whether H_2_O_2_ is necessary for BR function during Arabidopsis seedling development, we measured H_2_O_2_ content in the presence or absence of BR using the amplex red hydrogen peroxide/peroxidase assay. The results showed that BR treatment significantly increased the H_2_O_2_ level in the seedlings (Supplementary Fig. 1a). Similarly, analysis of H_2_O_2_ level by the fluorescent dye 2′,7′-dichlorofluorescin diacetate (H_2_DCFDA)^18^ showed BR induction of H_2_O_2_ in wild-type and BR-deficient mutant *rot3-2*, but not in the BR-insensitive mutant *bri1-116*, and this induction was impaired in the presence of the NADPH oxidase inhibitor, DPI^17^ (Supplementary Fig. 1b–f). These results suggest that BR signaling through BRI1 triggers the production of H_2_O_2_ through a NADPH-dependent pathway.

To evaluate the potential roles of H_2_O_2_ in BR-mediated seedling development, we analyzed BR regulation of hypocotyl elongation under the H_2_O_2_-deficient condition. Our results showed that DPI treatment, which reduces the H_2_O_2_ levels in plants, significantly inhibited the effects of BR on hypocotyl elongation, with high concentrations of DPI causing seedlings insensitivity to BR (Fig. 1a). H_2_O_2_ effectively restored the BR sensitivity in DPI-treated plants in a dose-dependent manner (Fig. 1b), indicating that the accumulation of H_2_O_2_ is required for BR-induced hypocotyl elongation.

**Fig. 1:**
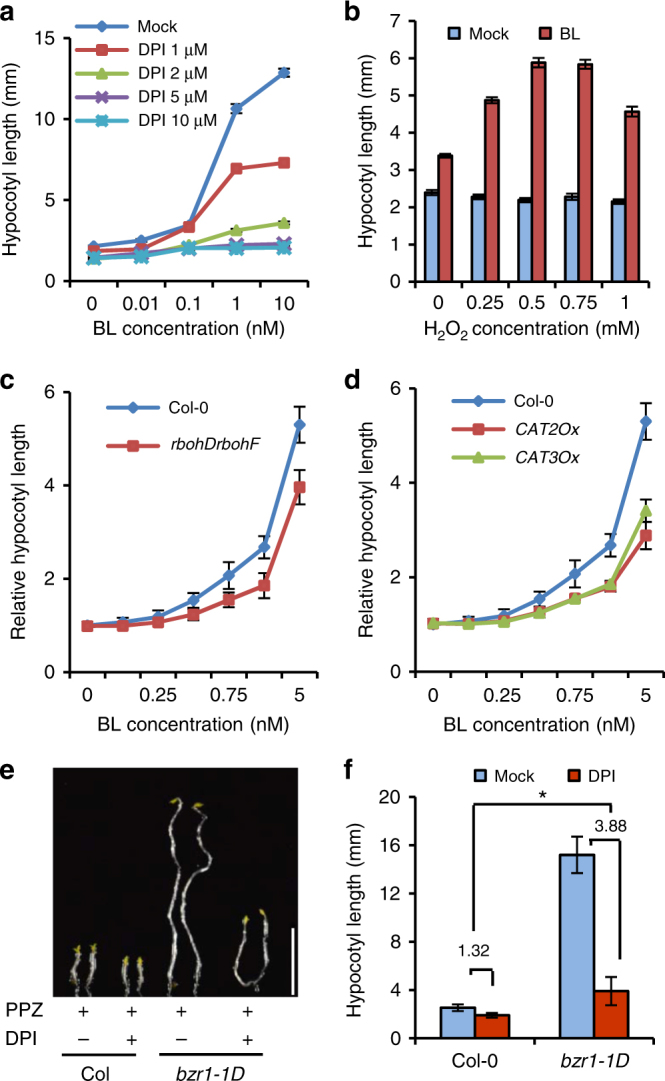
The production of H_2_O_2_ is required for BR and BZR1 promotion of cell elongation. **a** DPI treatment attenuated the plant sensitivity to BR. Wild-type (Col-0) seedlings were grown on ½ MS medium containing 2 µM PPZ and different concentrations of BL and DPI in the dark for 6 days. Error bars, s.d. (*n* = 30 plants). **b** H_2_O_2_ restored the BR sensitivity of DPI-treated plants. Wild-type Col-0 seedlings were grown on ½ MS medium containing 2 µM PPZ, 2 µM DPI, and different concentrations of H_2_O_2_, and with or without 1 nM BL in the dark for 6 days. Error bars, s.d. (*n* = 30 plants). **c**, **d** The *rbohDrbohF* mutant and catalase-overexpressing plants (*CAT2-Ox* and *CAT3-Ox*) showed BR hyposensitivity in hypocotyl elongation assay. Seedlings of Col-0, *rbohDrobhF*, *CAT2-Ox*, and *CAT3-Ox* were grown on ½ MS medium containing 2 µM PPZ and different concentrations of BL in the dark for 6 days. Error bars, s.d. (*n* = 30 plants). **e**, **f** DPI attenuated the PPZ-resistant phenotype of *bzr1-1D* mutant. Wild-type Col-0 and *bzr1-1D* seedlings were grown on ½ MS medium containing 2 µM PPZ and 0 or 1 µM DPI in the dark for 6 days. Scale bar, 5 mm. Error bars, s.d. (*n* = 25 plants). *p < 0.05, as determined by a Student’s *t-*test

Because BR treatment increased H_2_O_2_ level in root tips, including the root stem cell niches (Supplementary Fig. 1b–d), we tested whether H_2_O_2_ plays an important role in BR-mediated root meristem development. In agreement with previous results^19,20^, exogenous BR treatment increased the frequency of QC cell division about 6-fold, from 10 to 59%, in 5-day-old wild-type seedlings. Co-treatments with DPI and potassium iodide strongly counteracted the BR effects and reduced the frequency of QC division from 59 to 21 and 44%, respectively (Supplementary Fig. 2a), suggesting the production of H_2_O_2_ is necessary for BR promotion of QC cell division.

To corroborate these pharmacological data, we analyzed the effects of H_2_O_2_ on BR-induced cell elongation and QC cell division in the *rbohDrbohF* double mutant^21^ and catalase-overexpressing plants (*CAT2-Ox* and *CAT3-Ox*)^22^, which are defective in normal production of H_2_O_2_. The results showed that *rbohDrbohF*, *CAT2-Ox*, and *CAT3-Ox* all showed BR hyposensitivity in hypocotyl elongation (Fig. 1c, d) and QC cell division (Supplementary Fig. 2b, c). Together, these results demonstrated that the BR-triggered production of H_2_O_2_ contributes to the BR-promoted cell elongation and QC cell division.

### H_2_O_2_ contributes to BR signaling by targeting BZR1

The GSK3 kinase BIN2 is a key negative regulator in BR signal transduction, and is involved in several other signaling pathways by interacting with and/or phosphorylating additional substrates^23^. The kinase activity of BIN2 was recently reported to be inhibited by nitric oxide in a dose-dependent manner^24^. H_2_O_2_ and NO sometimes share common target proteins to transduce redox signals. For example, NPR1, the master regulator in plant immunity, is induced to occur oxidative modification by both H_2_O_2_ and NO and then undergoes polymerization and loss of its activity^8,25^. To determine whether H_2_O_2_ regulates BR signal transduction through BIN2, we examined the effects of H_2_O_2_ on the cell elongation and QC cell division phenotypes in the *bin2–3bil1bil2* mutant lacking BIN2 and its two homologs. The results showed that the *bin2–3bil1bil2* mutant exhibited a long hypocotyl phenotype in the presence of the BR biosynthesis inhibitor propiconazole (PPZ), but this phenotype was suppressed by DPI treatment (Supplementary Fig. 3a). Microscopic observation showed that *bin2–3bil1bil2* displayed higher frequency of QC cell division than wild-type seedlings. Both DPI and KI treatments significantly reduced the frequency of QC cell division in *bin2–3bil1bil2* (Supplementary Fig. 3b). Considering BIN2 belongs to a GSK3 family containing 10 members in the Arabidopsis genome, and among which seven members act redundantly with BIN2 in the BR signaling pathway, two specific GSK3 kinase inhibitors, lithium chloride (LiCl) and bikinin^26,27^, were used to block the kinase activity of GSK3 family proteins. The results showed that both LiCl and bikinin significantly increased the cell elongation and the frequency of QC cell division, as observed upon genetic or ligand-induced activation of the BR pathway. In contrast removal of H_2_O_2_ by DPI treatment decreased the hypocotyl length and the frequency of QC cell division, suggesting that involvement of H_2_O_2_ in the BR signaling pathway is likely independent of BIN2 and its homologous proteins (Supplementary Fig. 3c–f).

Further confirmation of the crosstalk between H_2_O_2_ and BR downstream of BIN2 was obtained by analyzing cell elongation and QC cell division in transgenic plants expressing *BZR1ΔDM*, a mutant BZR1 with deletion of the 12-amino-acid BIN2-docking motif resulting in the loss of BIN2 association and phosphorylation^28^. These plants exhibited longer hypocotyl and higher frequency of QC cell division than wild-type plants, while DPI treatment also inhibited these phenotypes (Supplementary Fig. 3g, h). Consistent with these results, DPI treatment reduced the cell elongation in the BR-activated mutants *bzr1-1D* and *bes1-D* mutants grown on the medium containing the BR biosynthesis inhibitor PPZ, which causes inactivation of wild-type BZR1 and BES1 but not bzr1-1D and bes1-D proteins (Fig. 1e, f and Supplementary Fig. 3i), suggesting that BZR1/BES1-driven cell elongation is abrogated by DPI treatment. DPI also reduced QC cell division in *bzr1-1D* and *bes1-D* (Supplementary Fig. 3j, k). Together, these genetic and physiological data suggest that the H_2_O_2_ regulates the BR activity downstream of BIN2, and probably through the transcription factors BZR1 and BES1.

### H_2_O_2_ induces the oxidative modification of BZR1

The direct regulatory effects exerted by H_2_O_2_ are mediated by post-translational modification of target proteins through cysteine oxidative modification^29^. It has been reported that biotin-conjugated iodoacetamide (BIAM) and H_2_O_2_ could selectively and competitively react with cysteine residues that exhibit a low p*K*_a_ in target proteins^30^, and thus the H_2_O_2_-sensitive and H_2_O_2_-oxidized cysteine residues can be detected by BIAM labeling assay and biotin-switch assay, respectively (Fig. 2a, b). To test whether H_2_O_2_ induces oxidation of BZR1, maltose-binding protein (MBP) and MBP-BZR1 were pretreated with or without H_2_O_2_, and then incubated with BIAM. SDS-PAGE followed by immunoblot analysis detected the biotin-labeled proteins. As shown in Fig. 2c, MBP-BZR1, but not MBP only, was labeled by BIAM, while the labeling levels were decreased by H_2_O_2_ treatment in a dose-dependent manner, indicating that H_2_O_2_ decreased the reduced form of cysteine residues of BZR1. To further detect cysteine oxidation, H_2_O_2_-treated MBP-BZR1 was first incubated with a thiol alkylation reagent, N-ethylmaleimide (NEM), which irreversibly modifies free thiols in proteins. The NEM-modified MBP-BZR1 was then precipitated, treated with DTT to reduce any oxidized cysteines pre-existing before NEM treatment. The newly exposed free thiol groups were then labeled with BIAM. The BIAM-tagged proteins in the samples were then immunoprecipitated with streptavidin beads and revealed by western blot analysis. The results show that H_2_O_2_ causes oxidation of BZR1 in vitro (Fig. 2d).

**Fig. 2:**
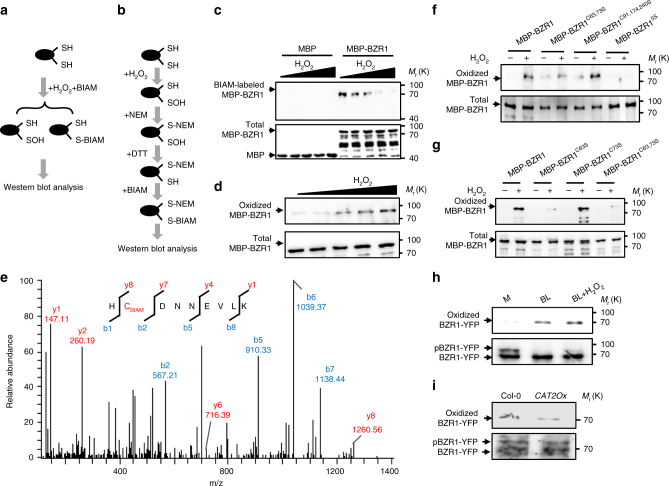
H_2_O_2_ induced the oxidation of BZR1 in vitro and in vivo. **a**, **b** The flowcharts show the procedures for quantifying redox modification of target proteins by BIAM-labeling assay (**a**) and biotin-switch assay (**b**). **c** Analysis of the oxidative modification of BZR1 by BIAM-labeling assay. MBP and MBP-BZR1 protein were pretreated with different concentrations of H_2_O_2_, and then directly labeled by BIAM at room temperature for 30 min. The labeled proteins were subjected to separation by SDS-PAGE, and detected by gel blot analysis with HRP-conjugated streptavidin and anti-MBP antibodies. **d** Analysis of the oxidative modification of BZR1 by the biotin switch assay. MBP-BZR1 proteins pretreated with different concentrations of H_2_O_2_ were first incubated with NEM to irreversibly block the free thiols, then treated with DTT to reduce the pre-existing oxidized cysteines in MBP-BZR1. The newly exposed free thiol groups were then relabeled with BIAM. The BIAM-tagged proteins in the samples were then captured with streptavidin beads and detected by gel blot using anti-MBP antibody. **e** Mass spectrometry analysis of the tryptic fragments of of MBP-BZR1 protein treated as in **d**. Cys-63 charged with BIAM was identified as an H_2_O_2_-sensitive residue. **f**, **g** Effects of mutating various cysteine residues on the H_2_O_2_-induced cysteine oxidation in MBP-BZR1, analyzed as in **d**. **h**, **i** BL and H_2_O_2_ treatment induced (**h**), but overexpression of *CAT2* (**i**) decreased the oxidative modification of BZR1 proteins in plants. Total proteins from *p35S:BZR1-YFP* transgenic plants treated with or without 100 nM BL and 1 mM H_2_O_2_ for 3 h, or from the *p35S:BZR1-YFP/p35S:CAT2* transgenic plants were sequentially treated with NEM, DTT, and BIAM, and then analyzed for biotin label

Five cysteine residues in BZR1 are putative target sites of oxidation, two of them, cys-63 and cys-73, are located in the BZR1 N-terminal DNA-binding domain, while cys-91, cys-174, and cys-240, are located in the BZR1 C-terminal phosphorylation domain (Supplementary Fig. 4a, b). To investigate which cysteine sites of BZR1 are oxidized by H_2_O_2_, we analyzed tryptic fragments derived from recombinant BZR1 protein sequentially treated with H_2_O_2_, NEM, and BIAM by liquid chromatography-tandem mass spectrometry, and identified cys-63 (Fig. 2e), cys-91, cys-174, and cys-240 (Supplementary Fig. 5a–c) as oxidized residues. Then, we mutated each cysteine (C) to serine (S) to determine which cysteine residues are the major oxidized sites in BZR1. Simultaneous mutagenesis of cys-91, cys-174, and cys-240 had no significant effect on oxidation of BZR1, while simultaneous mutagenesis of cys-63 and cys-73 significantly decreased BZR1 oxidation (Fig. 2f). Further experiments showed that MBP-BZR1^C73S^ exhibited similar oxidation levels with wild-type MBP-BZR1, but MBP-BZR1^C63S^ showed a very weak oxidative modification (Fig. 2g), suggesting the H_2_O_2_-induced oxidation occurs mainly on cys-63 of BZR1. Moreover, we showed that mutagenesis of cys-84 in BES1, which is equivalent to the conserved residue cys-63 in BZR1 protein, effectively prevented the oxidation of BES1 by H_2_O_2_ treatment, suggesting that the conserved cys-63 and cys-84 are the major in vitro oxidized sites for BZR1 and BES1, respectively (Supplementary Figs. 4b, 6a, b). Finally, to determine whether BZR1 is oxidatively modified in vivo, total protein was extracted from the *p*3*5S:BZR1-YFP* transgenic seedlings pretreated with or without BL and H_2_O_2_. The biotin-switch assay showed that BR treatment clearly induced the oxidation of BZR1, and application of H_2_O_2_ enhanced the oxidative effect (Fig. 2h). In addition, we found that overexpression of *CAT2* significantly reduced the oxidative modification of BZR1 (Fig. 2i). These results suggest that H_2_O_2_ regulates BZR1 redox state by oxidation.

### Cys-63 is important for the functions of BZR1

To understand whether oxidation of cys-63 modulates the function of BZR1 in plants, we generated transgenic Arabidopsis plants expressing *BZR1*^*P234L*^ (*bzr1-1D*), *BZR1*^*P234LC63S*^ (*bzr1-1D*^*C63S*^), *BZR1*^*P234LC63,73S*^ (*bzr1-1D*^*C63,73S*^), *BZR1*^*P234LC91,174,240S*^ (*bzr1-1D*^*C91,174,240S*^), and *BZR1*^*P234LC63,73,91,174,240S*^ (*bzr1-1D*^*5S*^). Transgenic lines expressing similar protein levels of BZR1 were selected for phenotype analysis. Plants expressing *bzr1-1D* showed BR-activation phenotypes similar to the *bzr1-1D* mutant, with curled leaves and insensitivity to BR biosynthesis inhibitor PPZ (Fig. 3a–e). Transgenic plants expression *bzr1-1D*^*C91,174,240S*^ showed BR-enhanced phenotypes similar to *bzr1-1D*, whereas *bzr1-1D*^*C63S*^, *bzr1-1D*^*C63,73S*^, and *bzr1-1D*^*5S*^ transgenic plants all displayed normal leaf phenotypes and increased sensitivity to PPZ (Fig. 3a–e). The QC cell division ratio of *bzr1-1D*^*5S*^ (10%) was significantly lower than that of *bzr1-1D* transgenic plants (Fig. 3f). Moreover, conversion of the cysteine-84 of bes1-D to serine also suppressed the phenotypes of *bes1*-*D* (Supplementary Fig. 6c–f). Together, these results demonstrate that the conserved cys-63 of BZR1 and cys-84 of BES1 are essential for functions in various BR-mediated responses.

**Fig. 3:**
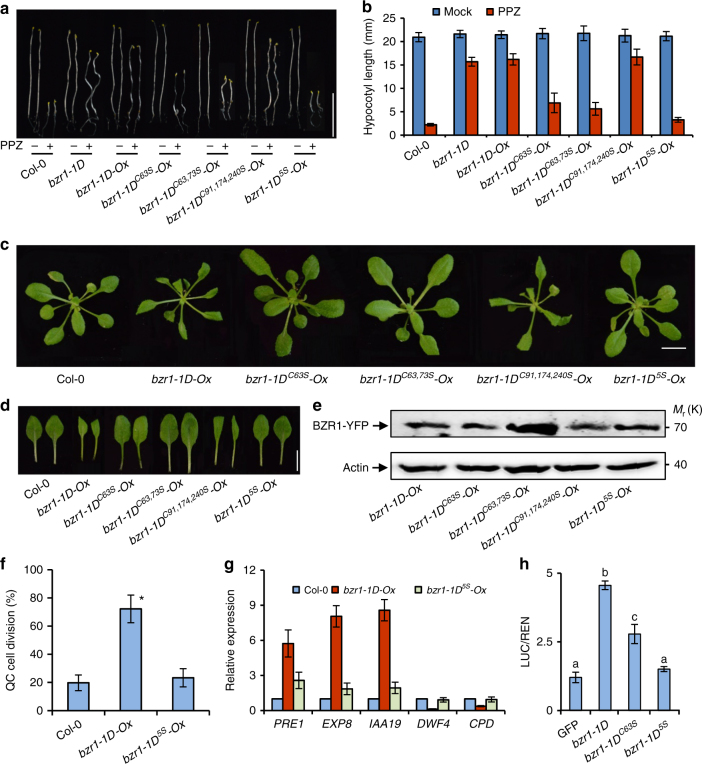
Mutations of the oxidized cysteines reduce BZR1 activity in transgenic plants. **a**, **b** The *bzr1-1D*^*C63S*^, *bzr1-1D*^*C63,73S*^, and *bzr1-1D*^*5S*^ mutations attenuated the PPZ-resistant phenotype of *bzr1-1D*. Seedlings were grown in the dark on ½ MS medium containing mock solution or 2 µM PPZ for 6 days, and the hypocotyl length of each seedling was measured. Scale bar, 10 mm. Error bars indicated s.d. (*n* = 30 plants). **c**, **d** Phenotype of transgenic plants expressing mutated *BZR1* grown in soil for 3 weeks under long-day condition. Scale bar, 10 mm. **e** Immunoblot analysis of the protein levels of BZR1 in different transgenic plants using anti-YFP antibody. An antibody against actin was used to verify equal protein loadings. **f** The *bzr1-1D*^*5S*^ mutation suppressed the BZR1-induced QC cell division. (*t*-test; *p < 0.05). **g** Quantitative RT-PCR analysis of gene expression in wild-type, *bzr1-1D-Ox*, and *bzr1-1D*^*5S*^*-Ox* seedlings. *PP2A* was used as the internal control. **h** The *bzr1-1D*^*C63S*^ and *bzr1-1D*^*5S*^ mutation impaired the transcriptional activity of BZR1 in protoplast. Different letters above the bars indicate statistically significant differences between the samples (two-way ANOVA, *p* < 0.05). Error bars of **f**–**h** indicated standard deviation from three biological repeats

Next, we examined the effects of cysteine residues on BZR1 regulation of the expression of target genes. BZR1 is known to activate growth-related genes, such as *PRE1*, *EXP8*, and *IAA19*, to promote cell elongation. The expression levels of *PRE1*, *EXP8*, and *IAA19* were increased in *bzr1-1D-Ox* plants compared with that in wild-type plants, but were less increased in *bzr1-1D*^*5S*^*-Ox* than in *bzr1-1D-Ox* (Fig. 3g). BZR1 is also known to repress BR biosynthesis genes, including *CPD* and *DWF4*, for feedback regulation of BR levels. Transcription levels of *CPD* and *DWF4* significantly decreased in *bzr1-1D-Ox* seedlings, while they were only slightly repressed in the *bzr1-1D*^*5S*^*-Ox* seedlings, suggesting that the mutations of cysteines impaired BZR1 activity (Fig. 3g). To more directly examine the functions of the oxidized residues in BZR1 regulation of gene expression, we performed transient gene expression assays using Arabidopsis mesophyll protoplasts. Co-expression of *bzr1-1D* significantly increased the expression of luciferase reporter driven by the *PRE5* promoter, whereas *bzr1-1D*^*C63S*^ only marginally increased *PRE5* promoter activity, and *bzr1-1D*^*5S*^ lost the transcriptional activation activity (Fig. 3h). These results indicate that mutagenesis of oxidized cysteine residues decreased the transcriptional activity of BZR1.

### H_2_O_2_ is required for the transcriptional activity of BZR1

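The RNA-Seq data cover 14 samples of etiolated Arabidopsis seedlings in 5 groups. Col-0 is the wild type, and bzr1-1D carries a dominant gain-of-function allele of the transcription factor BZR1. All groups grew with 2 µM of the brassinosteroid biosynthesis inhibitor PPZ. The labels list 3 samples each for Col-0 mock, Col-0 with DPI, bzr1-1D mock and bzr1-1D with DPI, and 2 samples for bzr1-1D with DPI plus H2O2. DPI, an inhibitor of NADPH oxidases, was given at 1 µM and H2O2 at 0.3 mM. The paper's text gives 6 days of growth and its Supplementary Data descriptions give 5 days. The authors mapped the reads with HISAT and Bowtie2, averaged the normalized expression values of each group, and compared pairs of groups with NOISeq. The unit of these means is not named, and their size and scaling by gene length are those of FPKM. The files analysed here give, for each gene and comparison, the authors' mean of each group, the log2 ratio of the means, and the NOISeq probability of differential expression. Values per sample were not analysed here, so no SD, no n and no test across replicates can be given, and the read depth of each sample is unknown. The decimals of the authors' means are those of averages over 3 libraries in Col-0 mock, Col-0 DPI and bzr1-1D DPI, and over 2 libraries in bzr1-1D mock and in bzr1-1D with DPI plus H2O2. Summed over genes, the authors' means reached 698194 FPKM in Col-0 mock, 730992 in Col-0 DPI, 696670 in bzr1-1D mock, 709800 in bzr1-1D DPI and 702275 in bzr1-1D with DPI plus H2O2. The 10 most abundant genes took 10.3%, 16.1%, 7.49%, 13.0% and 9.30% of these totals, in the same order. CAB1 (AT1G29930), a chlorophyll a/b-binding protein gene whose reads may be shared with its near-identical relatives, alone had an authors' mean of 52914.8 FPKM in Col-0 DPI. Because a total is shared by all genes, such a gene lowers the values of the others. Log2 ratios were recomputed from the authors' means, and a gene was called with the study's criterion of at least 1.5-fold and a probability above 0.8 in the authors' deposited table. The probability is a score of NOISeq and not a p-value.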

We carried out RNA-Seq analysis to determine whether H_2_O_2_ affects the BZR1-mediated gene expression in Arabidopsis genome. Wild-type and *bzr1-1D* mutant seedlings were grown in the dark for 6 days on the medium containing BR biosynthesis inhibitor PPZ, and/or NADPH oxidase inhibitor DPI, and/or H_2_O_2_. RNA-Seq analysis identified 4428 genes affected more than 1.5-fold by *bzr1-1D* comparing with wild-type in the presence of PPZ (BZR1-regulated genes in the mock condition). 

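With the study's criterion, 4426 of the 23656 genes in the authors' deposited table for bzr1-1D mock against Col-0 mock were called, 2709 higher and 1717 lower in bzr1-1D. Which direction is more frequent depends on the scaling of the groups, and centring on the median gene moves this balance by its construction. With the means centred on the median gene and the probability taken again from genes of like fold and difference, a setting chosen after the data were seen, 2031 genes were higher and 2222 lower. Over the settings tried, this number went from 1330 genes with a probability above 0.9 to 10155 genes with the fold of the means after adding 0.1 FPKM and no probability. The fold threshold alone was passed by 11462 genes, so the probability removed most of them. For a gene with about a 2-fold change, the probability passed 0.8 from a difference of about 3.98 FPKM between the means. Because of this, the criterion selects genes with higher expression. Among called genes with a mean of at least 10 FPKM over both groups, AT1G27580, an F-box protein gene on chromosome 1 from 9589807 to 9591075, had the largest ratio, with an authors' mean of 118.6 FPKM in bzr1-1D and 0.01 FPKM in Col-0. The value of 0.01 FPKM is the lowest the tables hold, so this ratio has no defined size. The phosphate transporter gene AT5G43370, which has close relatives, also stood at 0.01 FPKM in Col-0 and at 58.6 FPKM in bzr1-1D. At the other end, AT5G15420 on chromosome 5 from 5007826 to 5008964 had an authors' mean of 37.1 FPKM in Col-0 and 0.01 FPKM in bzr1-1D. AT5G43370 and AT5G15420 stood at 0.01 FPKM in the same genotype under DPI too. A difference in sequence between the strains, in place of regulation by BZR1, stays open for them. The files name no genome build, and the coordinates of all 24145 genes found in the TAIR10.1 annotation lie within the gene given there. BZR1 itself (AT1G75080, chromosome 1, 28185504 to 28188075) had an authors' mean of 50.7 FPKM in bzr1-1D mock and 35.9 FPKM in Col-0 mock, a log2 ratio of 0.50 that was not called.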

In the presence of PPZ and DPI, 2458 genes were affected by *bzr1-1D* (BZR1-regulated genes in the DPI condition), while 5152 genes were affected by *bzr1-1D* in the presence of PPZ, DPI, and H_2_O_2_ (BZR1-regulated genes in the DPI plus H_2_O_2_ condition) (Fig. 4a and Supplementary Data 1–3). 

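Under DPI, 2458 genes were called in the authors' deposited table for bzr1-1D against Col-0, 1699 higher and 759 lower, or 1119 higher and 1220 lower with the means centred as above. The probability of 0.8 did not stand for the same difference in both tables. For about a 2-fold change it was reached at 5.39 FPKM under DPI, higher than in the mock comparison. When the probabilities of the mock comparison were applied to the DPI means, by taking for each gene the median probability of the 5 mock genes nearest in fold and in difference, 3206 genes passed. In the other direction, the probabilities of the DPI comparison left 3568 genes in the mock condition. For bzr1-1D with DPI plus H2O2 there is no Col-0 group with the same treatment among the 5 groups. Against the Col-0 mock means and with the probabilities of the mock comparison, 5111 genes passed, and with the probabilities of the DPI comparison, on which the 2458 genes rest, 4163 genes passed. Against the Col-0 DPI means and with the probabilities of the mock comparison, 6526 genes passed. The second reference and the exchange of probabilities were chosen after the data were seen.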

Among the 4428 genes regulated by BZR1 in the mock condition, the expression of 2834 genes (64%) was no longer responsive to BZR1 in the DPI-treated H_2_O_2_-deficient condition, while 1382 genes (48%) out of the 2834 genes recovered responsiveness to BZR1 when H_2_O_2_ was added back to the H_2_O_2_-deficient condition (Fig. 4a, b). 

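Of the genes called in the mock condition, 2832 (64.0%) were not called under DPI and 1594 were called again, 1536 of them in the same direction. Loss of the call was not always loss of the difference. Among the 2832 genes, 84.4% kept the direction of the mock condition, and the median size of the log2 ratio of the authors' means went from 1.04 to 0.43. In 959 of them (33.9%) the means still differed by at least 1.5-fold under DPI. With the probabilities of the mock comparison applied to the DPI means, the share not called was 56.7%. Selected the other way, 864 of the genes called under DPI (35.1%) were not called in the mock condition. With H2O2 added to DPI, 1366 of the 2832 genes (48.2%) passed against Col-0 mock, and 58.7% passed against Col-0 DPI. These shares apply the probabilities of the mock comparison to the return only, and 323 of the 2832 genes pass them under DPI without H2O2. With the probabilities of the mock comparison for both the loss and the return, 1115 of 2511 genes (44.4%) passed again against Col-0 mock, and with those of the DPI comparison for both, 38.4% did.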

Scatter plot analysis showed that the slope of the trend line in the plot comparing BZR1-regulated genes in the mock condition with that in the DPI condition was only 0.67, but was restored to 0.87 in the plot comparing the BZR1 response genes in the mock condition with that in the DPI plus H_2_O_2_ condition (Fig. 4c, d). 

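Across the 4426 genes called in the mock condition, the ordinary least-squares slope of the DPI log2 ratio on the mock log2 ratio was 0.674, with a bootstrap standard error over genes of 0.0181. Genes are not independent replicates, so this error describes the fit and not the spread between seedlings. For 4414 of these genes with values, the slope of the DPI plus H2O2 log2 ratio was 0.859 (bootstrap standard error over genes 0.0119) with Col-0 mock as the reference. Col-0 mock then enters both axes. With Col-0 DPI as the reference, the slope was 0.880. The choice of genes moved the first slope most. It was 0.884 over the genes called under DPI. Without genes whose log2 ratio passes 5 in size, it was 0.557.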

The overall effect of BZR1 on gene expression was significantly reduced by DPI treatment, but this reduction was effectively reversed by H_2_O_2_ co-treatment, suggesting H_2_O_2_ plays a positive role in BZR1-regulated gene expression.

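Over the genes called in the mock condition, the median size of the log2 ratio between bzr1-1D and Col-0 was 1.11 in the mock condition and 0.70 under DPI, and 3498 genes (79.0%) had the smaller ratio under DPI. The median difference per gene was 0.44. With DPI plus H2O2 the median size was 0.92 against Col-0 mock and 1.18 against Col-0 DPI. These are differences between the authors' means with no replicate error. The result depended on which condition selected the genes, since over the genes called under DPI the median difference was -0.26, that is, larger ratios under DPI. From the number of genes that lost their response, the lower slope under DPI and their partial return with H2O2, the paper proposes that H2O2 has a positive role in gene regulation by BZR1.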

**Fig. 4:**
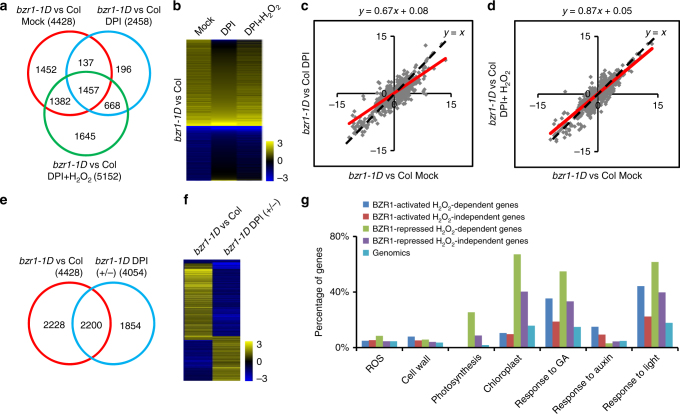
The accumulation of H_2_O_2_ is required for the transcriptional activity of BZR1. **a** The Venn diagram shows the overlap between sets of genes differentially expressed in *bzr1-1D* vs. Col-0 under different conditions: mock, medium containing 2 µM PPZ; DPI, medium containing 2 µM PPZ and 1 µM DPI; DPI + H_2_O_2_, medium containing 2 µM PPZ, 1 µM DPI, and 0.3 mM H_2_O_2_. The seedlings were grown in the dark for 6 days, and then gene expression was analyzed by RNA-Seq. **b** Hierarchical cluster analysis of the expression data of 4428 genes regulated by BZR1 under three different conditions. The numerical values for the green-to-red gradient bar represent log2-fold change values of *bzr1-1D* relative to Col-0. **c** Scatter plot of log2-fold change values of 4428 BZR1-regulated genes in the mock condition and in the DPI condition. The red line represents the trend line of the scatter plot. **d** Scatter plot of log2-fold change values of 4428 BZR1-regulated genes in the mock condition and in the DPI plus H_2_O_2_ condition. The red line represents the trend line of the scatter plot. **e** The Venn diagram shows the overlap between sets of genes regulated by BZR1 in the mock condition (*bzr1-1D* vs. Col-0), and regulated by DPI in the *bzr1-1D* background (*bzr1-1D* DPI+/−). **f** Hierarchical cluster analysis of the expression of genes co-regulated by BZR1 and DPI. **g** Gene ontology analysis of BZR1-regulated H_2_O_2_-dependent and H_2_O_2_-independent genes. Numbers indicate the percentages of genes belonging to each GO category

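In bzr1-1D, the authors' deposited table for DPI against mock holds 23589 genes. The called genes were more often lowered than raised by DPI, 2548 against 1506. The median gene with a mean of at least 1 FPKM had a log2 ratio of -0.24, and this imbalance depends on the scaling of the groups. With the means centred on the median gene and the probability taken again, 1541 genes were lower and 2278 higher. Centring moves this balance by its construction, so the reversal does not show that scaling is the cause. The largest increase among called genes with a mean of at least 10 FPKM was in AT5G09570, a Cox19-like protein gene on chromosome 5 from 2970498 to 2972222, from 0.375 to 58.2 FPKM in the authors' means, a log2 ratio of 7.28. The largest decrease was in the arabinogalactan protein gene AGP30 (AT2G33790), from 112.6 to 1.44 FPKM, a log2 ratio of -6.29. With DPI plus H2O2, AT5G09570 stood at 52.1 FPKM and AGP30 at 2.2 FPKM. Their log2 ratios against mock were then 7.12 and -5.68, so most of the change of both genes remained.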

To further define H_2_O_2_-dependent BZR1-regulated genes, we analyzed the genes differentially expressed in *bzr1-1D* mutant with or without DPI treatment, and identified 4054 genes affected >1.5-fold by DPI (Fig. 4e and Supplementary Data 4). 

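The calls for bzr1-1D against Col-0 in the mock condition and for DPI in bzr1-1D, both from the authors' deposited table of each comparison, shared 2200 genes, where 773 would be shared if the calls were independent. These were 1387 genes activated and 813 genes repressed in bzr1-1D. The remaining 2226 mock genes, 1322 activated and 904 repressed, were not called for DPI. The median DPI log2 ratio of this group was -0.39 for the activated and 0.33 for the repressed genes, or -0.15 and 0.57 relative to the median gene. Groups were also simulated with the bzr1-1D effect and no effect of DPI, sharing the bzr1-1D mock libraries in the same way. They gave -0.16 and 0.12. For the activated genes only the value relative to the median gene, -0.15, was close to this. Whether DPI changed them thus depends on the scaling of the groups. For the repressed genes both 0.33 and 0.57 were above the simulated 0.12. With at least 2-fold in both comparisons, 1086 genes were shared.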

Among the 4428 genes affected by *bzr1-1D* in comparison with wild-type, 2200 genes (49.7%) were also affected by DPI treatment, which we named H_2_O_2_-dependent BZR1-regulated genes, and the other 2228 genes were named H_2_O_2_-independent BZR1-regulated genes (Fig. 4e). 

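The bzr1-1D mock libraries enter both comparisons, once above and once below the ratio, so chance values there push the log2 ratios in opposite directions. This was measured on simulated groups in which neither bzr1-1D nor DPI changed any gene, with noise taken from the spread of the Col-0 DPI log2 ratios, which is an upper estimate because it includes real changes. In the median of 20 draws, 158.5 genes were shared and 99.4% of them went in opposite directions. With the mock effect of bzr1-1D kept and no effect of DPI, 305.5 genes were shared and 85.1% went in opposite directions. In the authors' means, 2053 of the shared genes (93.3%) had opposite signs. The number of shared genes was far above both simulations. With DPI given no effect, these made only 615 and 697.5 calls for DPI, in the same order, against 4054 in the authors' deposited table. A smaller overlap was thus built in, and the number of shared genes alone cannot decide whether DPI acts on BZR1-regulated genes. The share in opposite directions was 94.7% for activated and 90.9% for repressed genes. It was 77.0% among the mock genes not called for DPI. The log2 ratio of DPI plus H2O2 against DPI in bzr1-1D shares no library with the mock comparison. Taken relative to the median gene, it had the sign of the mock log2 ratio in 82.6% of all mock genes.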

Among the 2200 H_2_O_2_-dependent BZR1-regulated genes, 2053 genes (93.3%) were affected in the opposite way by DPI treatment and *bzr1-1D* vs. wild-type, confirming that DPI inhibits the transcriptional activity of BZR1 (Fig. 4f).

Gene ontology (GO) analysis showed that the H_2_O_2_-dependent BZR1-regulated genes play dominant roles in BZR1-mediated biological processes and cellular activities (Fig. 4g). For example, genes involved in cell growth and auxin responses were highly enriched in H_2_O_2_-dependent BZR1-activated genes. In contrast, the genes involved in ROS production, photosynthesis, and chloroplasts were highly enriched in H_2_O_2_-dependent BZR1-repressed genes. 

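The annotation in the files' own columns was used for the categories, with 20936 annotated genes of the mock comparison as the background. The annotated H2O2-dependent genes were 1219 activated and 768 repressed genes, and the annotated H2O2-independent genes were 1181 activated and 835 repressed genes. A two-sided Fisher exact test across genes was run for 7 categories in each of the 4 gene groups, with Benjamini-Hochberg adjustment over the 28 tests. Of these, 14 had an adjusted p-value under 0.05, 10 with more and 4 with fewer annotated genes than the background. The 4 were photosynthesis (0% and 0.08%) and chloroplast (0.57% and 0.68%) in the H2O2-dependent and H2O2-independent activated genes. Because the criterion favours highly expressed genes, each count was also set against 1000 random lists matched on expression, a check chosen after the data were seen.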

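Cell wall annotations were carried by 78 of the H2O2-dependent activated genes (6.40%), against 3.62% of the background (adjusted p = 5.1e-06, Fisher exact test), and no list matched on expression reached this count. In the H2O2-independent activated genes the share was 5.17% (adjusted p = 0.0098, Fisher exact test). The category was also enriched in the H2O2-dependent repressed genes, at 5.86% (adjusted p = 0.0039, Fisher exact test), a count that 216 of the 1000 lists matched on expression reached. The category for the response to auxin held 21 background genes, of which 2 were in the H2O2-dependent activated group (adjusted p = 0.61, Fisher exact test). With every term that names auxin, a setting chosen after the data were seen, 15 genes were in this group (adjusted p = 0.07, Fisher exact test). Of the growth genes the paper names, IAA19 (AT3G15540, chromosome 3, 5264001 to 5265695) had an authors' mean of 3.71 FPKM in Col-0 mock and 86.4 FPKM in bzr1-1D mock, 21.3 FPKM in bzr1-1D with DPI and 66.6 FPKM with DPI plus H2O2. EXP8 (AT2G40610, chromosome 2, 16948791 to 16950705) had 7.60, 65.6, 16.0 and 34.2 FPKM in the same order. PRE1 (AT5G39860) rose from 0.607 FPKM in Col-0 mock to 6.13 FPKM in bzr1-1D mock and stood at 1.16 FPKM in bzr1-1D with DPI. All 3 genes were called in both comparisons in the authors' deposited table. For all 3, the log2 ratio between bzr1-1D and Col-0 was smaller under DPI than in the mock condition, as for IAA19 (2.96 against 4.54). CPD and DWF4, which the paper names as repressed, went the other way. Their log2 ratios were -0.83 and -2.64 under DPI, against -0.76 and -1.59 in the mock condition, all called.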

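Photosynthesis annotations were carried by 79 H2O2-dependent repressed genes (10.3%), against 0.75% of the background (adjusted p = 1.7e-69, Fisher exact test), while the largest count in the lists matched on expression was 24. Chloroplast annotations were carried by 185 genes of this group (24.1%), against 2.29% of the background (adjusted p = 4.1e-141, Fisher exact test). Both categories were also enriched in the H2O2-independent repressed genes, with 3.59% for photosynthesis (adjusted p = 5e-12, Fisher exact test) and 9.34% for chloroplast (adjusted p = 1.2e-25, Fisher exact test). Annotations to reactive oxygen species, hydrogen peroxide or oxidative stress were carried by 5.86% of the H2O2-dependent repressed genes, against 3.53% of the background (adjusted p = 0.0026, Fisher exact test). This count was reached by 33 of the 1000 lists matched on expression. With at least 2-fold in both comparisons the adjusted p-value was 0.068 by the same Fisher exact test.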

Genes involved in gibberellic acid (GA) and light responses were highly enriched in both H_2_O_2_-dependent BZR1-activated and BZR1-repressed genes (Fig. 4g). 

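For the responses to light, red, far red or blue light, 56 H2O2-dependent repressed genes carried an annotation (7.29%), against 2.18% of the background (adjusted p = 1.4e-14, Fisher exact test). Among the H2O2-dependent activated genes the share was 2.21% (adjusted p = 1, Fisher exact test). With every response to light, light intensity included, a wording looked at before the category was set, this share was 4.10% (adjusted p = 0.21, Fisher exact test). The files annotate only 2 genes of the background with the response to gibberellin, and both were in the H2O2-dependent activated group (adjusted p = 0.0073, Fisher exact test), a result that rests on 2 genes. A category of 2 genes cannot show enrichment in a group that holds none, so the repressed genes could not be tested for it. With every term that names gibberellin, chosen after the data were seen, 9 activated and 1 repressed H2O2-dependent genes were found (adjusted p = 0.6 and 0.28, Fisher exact test).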

Previous studies showed that BZR1 interacts with PIF4 and ARF6 to form BZR1-PIF-ARF module to regulate cell elongation downstream of multiple hormonal and environmental signals^31,32^. GO analysis showed that PIF-induced genes and IAA3-repressed genes were highly enriched in the H_2_O_2_-dependent BZR1-activated genes, while PIF-repressed genes were highly enriched in the H_2_O_2_-dependent BZR1-repressed genes, suggesting H_2_O_2_ plays important roles in the regulation of BZR-PIF-ARF common target gene expression (Supplementary Fig. 7a, b).

### Oxidation promotes BZR1 binding with PIF4 and ARF6

To learn how H_2_O_2_ regulates the activity of BZR1, we examined whether H_2_O_2_ affects the subcellular localization, protein levels, and phosphorylation status of BZR1 by analyzing BZR1-YFP proteins in the *pBZR1:BZR1-YFP* transgenic plants. The results showed that BR treatment induced the transport of BZR1 from the cytoplasm to the nucleus regardless of DPI presence, suggesting that reducing the content of H_2_O_2_ does not affect BR-regulated nucleo-cytoplasmic shuttling of BZR1 (Fig. 5a, b). Treatment with BR also caused dephosphorylation of BZR1, but co-treatment with H_2_O_2_ or DPI had no obvious effects on the levels of phosphorylated and unphosphorylated BZR1 (Fig. 5c). These results indicated that disruption of H_2_O_2_ homeostasis does not have a significant effect on BR levels or BR signaling upstream of BZR1.

**Fig. 5:**
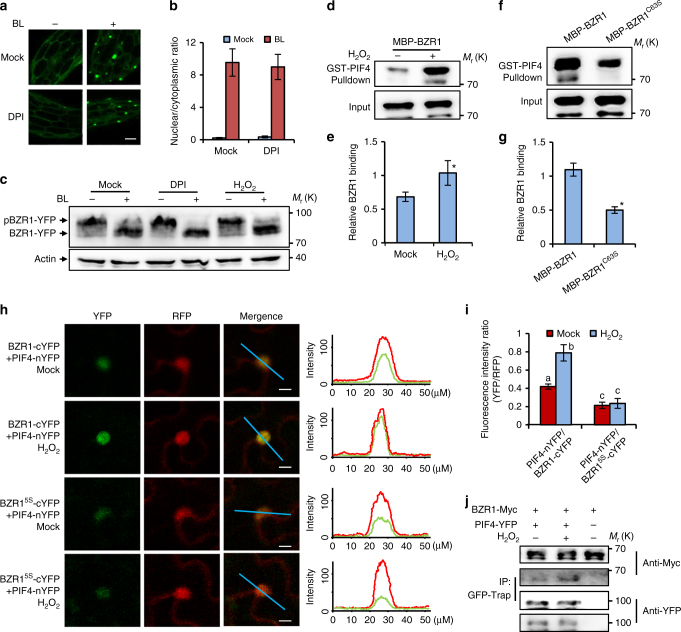
H_2_O_2_ enhances the interaction between BZR1 and PIF4 in vitro and in vivo. **a** DPI treatment had no significant effects on BL-induced nuclear localization of BZR1-YFP. Transgenic Arabidopsis plants expressing *BZR1-YFP* were grown on ½ MS medium containing 2 µM PPZ or 2 µM PPZ plus 1 µM DPI in the dark for 5 days, and then treated with 100 nM BL or mock solution for 3 h. Scale bar, 20 μm. **b** Quantification of fluorescent intensities ratio between nuclear and cytoplasmic signals in **a**. The standard errors calculated from 50 cells for each treatment. **c** Immunoblot analysis of phosphorylated and dephosphorylated BZR1 in 5-day-old dark-grown *pBZR1:BZR1-YFP* using anti-YFP antibody. Actin bands showed protein loadings. **d**–**g** In vitro pull-down assays showed that H_2_O_2_ enhanced, but Cys-63 mutation to Ser reduced, the BZR1 binding to PIF4. **e**, **g** show the quantification of pull-down assays (normalized to input) in the **d** and **f**, respectively. Error bars represented the s.d. of three independent experiments. *p < 0.05, as determined by a Student’s *t*-test. **h**, **i** rBiFC confocal images showed that H_2_O_2_ enhanced, but mutation of cysteines reduced the interaction between BZR1 and PIF4 in plants. The fluorescent signals of YFP (BiFC) and RFP (reference) were determined along a line drawn on the confocol images using ImageJ software. Error bars, s.d. (*n* = 50 images). Different letters above the bars indicated statistically significant differences between the samples (two-way ANOVA, *p* < 0.05). Scale bar, 10 μm. **j** Co-immunoprecipitation (CoIP) assays showed that H_2_O_2_ increased the interaction between BZR1 and PIF4 in plants. The Arabidopsis mesophyll protoplast transformed with BZR1-Myc and/or PIF4-YFP were treated with mock solution or 100 μM H_2_O_2_ for 1 h, then immunoprecipitation was performed using GFP-Trap agarose beads, and the immunoblots were probed using anti-Myc and anti-YFP antibodies

To determine whether H_2_O_2_ affects the DNA-binding ability of BZR1, we performed DNA-protein pull-down and chromatin immunoprecipitation quantitative PCR (ChIP-qPCR) assays. The results showed that BZR1 specifically binds to the promoter of *SAUR15*, which is a known BZR1-binding target gene. H_2_O_2_ treatment did not enhance in vitro binding activity of BZR1 to the promoter of *SAUR15* in the absence or presence of PIF4 and ARF6 (Supplementary Fig. 8a–c). Similarly, ChIP-qPCR analysis showed that H_2_O_2_ did not have a significant effect on BZR1 DNA-binding capacity in plants (Supplementary Fig. 8d), suggesting that H_2_O_2_ does not affect DNA-binding ability of BZR1. In contrast, H_2_O_2_ significantly improved the transcriptional activity of BZR1, PIF4, and ARF6 in protoplast transient assays (Supplementary Fig. 8e).

The enrichment of PIF and ARF-bound/regulated genes among the H_2_O_2_-dependent BZR1-regulated genes (Supplementary Fig. 7a, b) suggests that H_2_O_2_ may affect the interactions between BZR1 and PIF4 or ARF6. To test this hypothesis, we analyzed the effects of H_2_O_2_ on the binding affinity of BZR1 to PIF4 and ARF6. The in vitro pull-down assays showed that glutathione-S-transferase (GST)-PIF4 interacted with MBP-BZR1, while H_2_O_2_ treatment dramatically increased the interaction between BZR1 and PIF4 (Fig. 5d, e). Mutagenesis of cysteine to serine residues reduced the binding ability of BZR1 to PIF4 (Fig. 5f, g). Using GST-ARF6, we observed that H_2_O_2_ increased the interaction between BZR1 and ARF6 (Supplementary Fig. 9a–d). These results suggested that H_2_O_2_-induced oxidation enhances BZR1-binding affinity with its partner, PIF4 and ARF6 in vitro.

To verify the H_2_O_2_ effects on the interactions of BZR1 with PIF4 and ARF6 in plants, we analyzed these interactions using a newly developed ratiometric bimolecular fluorescence complementation (rBiFC) assay^33^. In this assay, BZR1 or BZR1^5S^ and PIF4 or ARF6 were simultaneously cloned into a single vector backbone containing a monomeric red fluorescent protein driven by the *35S* promoter as an internal marker for expression control and ratiometric analysis. Consistent with previous results, BZR1 interacted with PIF4 and ARF6 in the epidermal cells of tobacco leaves, but this interaction was significantly enhanced by H_2_O_2_ treatment (Fig. 5h, i and Supplementary Fig. 9e, f). However, co-expression of BZR1^5S^ and PIF4 or ARF6 resulted in very weak YFP signals, and H_2_O_2_ treatment had no significant effect on the interactions between BZR1^5S^ and PIF4 or ARF6 (Fig. 5h, i and Supplementary Fig. 9e, f). We further tested the effect of H_2_O_2_ on the interactions of BZR1 with its partner PIF4 and ARF6 in plants using co-immunoprecipitation assays. The results showed that H_2_O_2_ clearly enhanced the interactions between BZR1 and PIF4 or ARF6 in plants (Fig. 5j and Supplementary Fig. 9g). Together, these results demonstrated that H_2_O_2_-induced oxidation of BZR1 promotes its interactions with PIF4 and ARF6.

### TRX-h5 is a redox mediator of BZR1

To counter the effects of oxidation-facilitated BZR1 activation, reducing agents must be engaged to catalyze the switch of BZR1 from oxidized to reduced form. In mammals, the cytosolic/nuclear thioredoxin TRX1 has been well characterized as a master transcriptional regulator through direct or indirect interactions with different transcription factors^3^. The plant *h*-type thioredoxin members have been reported to localized in cytoplasm and nucleus, and behave similarly to the mammalian TRX1 system^34^. To test whether members of TRX-h family interact with and mediate the reduction of BZR1, we performed the BiFC assay in tobacco leaves by co-expressing BZR1 or BES1 fused to the carboxyl-terminal half of yellow fluorescent protein (BZR1-cYFP or BES1-cYFP) and members of TRX-h proteins fused to the amino-terminal half of YFP (nYFP). Strong YFP fluorescent signals were observed in the nucleus when TRXh5-nYFP was co-transformed with BZR1-cYFP or BES1-cYFP, indicating a specific TRXh5 interaction with BZR1 and BES1 (Fig. 6a and Supplementary Fig. 10). In vitro pull-down assays showed that GST-TRXh5 directly interacted with MBP-BZR1, but not with MBP alone (Fig. 6b). Gene expression analysis using the Arabidopsis microarray data displayed in the eFP browser indicated very similar ubiquitous expression patterns of *TRXh5* and *BZR1* (Supplementary Fig. 11a, b), suggesting they may function together to regulate plant growth and development. Consistent with the BiFC and in vitro assays, co-immunoprecipitation assays showed that TRXh5 interacts with BZR1 in plants (Fig. 6c). To examine whether TRXh5 can catalyze the reduction of BZR1, we carried out the in vitro reduction reaction. Recombinant BZR1 proteins were first oxidized by H_2_O_2_ treatment, and then incubated with recombinant TRXh5 and NTR isoform A (NTRA). The result showed that TRXh5 caused a decrease of the level of oxidized BZR1, suggesting TRXh5 catalyzes BZR1 reduction (Fig. 6d).

**Fig. 6:**
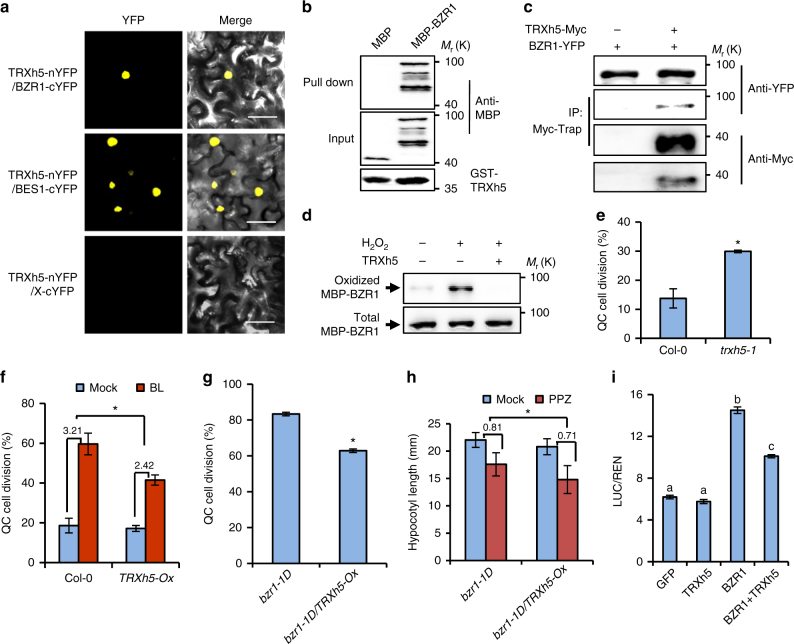
TRXh5 is a redox mediator of BZR1. **a** BiFC assays showed TRXh5 interaction with BZR1 and BES1 in tobacco leaf cells. Scale bar, 50 μm. **b** TRXh5 directly interacted with BZR1 in vitro. Glutathione agarose beads containing GST-TRXh5 were incubated with equal amount of MBP or MBP-BZR1. Proteins bound to GST-TRXh5 were detected by immunoblot with anti-MBP antibody. **c** TRXh5 interacts with BZR1 in plants. Immunoprecipitation was performed using Myc-trap beads and transgenic Arabidopsis plants expressing *pBZR1:BZR1-YFP* only or co-expressing *pBZR1:BZR1-YFP* and *p35S:TRXh5-Myc*, and the immunoblot analyzed using anti-Myc or anti-YFP antibodies. **d** TRXh5 catalyzed reduction of H_2_O_2_-oxidized BZR1 in vitro. MBP-BZR1 pretreated with H_2_O_2_ was incubated with or without a TRX system consisting of TRXh5, NTRA, and NADPH for 3 h at room temperature, and then analyzed by biotin-switch methods. **e**–**g** Quantification of QC cell division in the root of *trxh5-1* mutant (**e**), *TRXh5-Ox* (**f**), *bzr1-1D* and *bzr1-1D/TRXh5-Ox* (**g**) with or without BL treatment as indicated. At least 50 seedlings were examined for each biological repeat. Error bars represented the s.d. of three independent experiments. *p < 0.05, as determined by a Student’s *t-*test. **h** *TRXh5* overexpression attenuated the resistance of *bzr1-1D* to PPZ. The *bzr1-1D* and *bzr1-1D/TRXh5-Ox* seedlings were grown on ½ MS medium containing mock solution or 2 µM PPZ in the dark for 6 days. Error bars indicated s.d. (*n* = 30 plants). *p < 0.05, as determined by a Student’s *t-*test. **i** TRXh5 reduced the transcriptional activity of BZR1 in protoplast transient assay of the *pPRE5:LUC* reporter gene. Error bars, s.d. (*n* = 3). Different letters above the bars indicated statistically significant differences between the samples (two-way ANOVA, *p* < 0.05)

To determine whether the thioredoxin system regulates the function of BZR1 in plants by regulating its oxidized state, we characterized the phenotype of TRXh5 knock out mutant (*trxh5-1*), and transgenic plants overexpressing *TRXh5* (*TRXh5-Ox*). Microscopic observation showed that *trxh5-1* mutant exhibited higher frequency of QC cell division than wild-type plants (Fig. 6e). On the other hand, overexpression of *TRXh5* partially suppressed the BR-induced and BZR1-induced QC cell division (Fig. 6f, g). *TRXh5* overexpression not only partly restored the sensitivity of *bzr1-1D* to PPZ in the dark (Fig. 6h and Supplementary Fig. 12a, b), but also attenuated the large-leaf phenotype of *bzr1-1D* under light (Supplementary Fig. 12c–g). Furthermore, in transient assays TRXh5 reduced the transcription activity of BZR1 (Fig. 6i). Together, these results demonstrate that TRXh5 negatively regulates BR signaling by changing the oxidation state of BZR1.

## Discussion

Among ROS, H_2_O_2_ in particular plays indispensable roles in a wide range of plant growth and developmental processes, as well as in stress responses. H_2_O_2_ is referred to as a second messenger integrating a large number of signals to orchestrate correct cellular responses. However, the molecular targets and underlying mechanism of regulation have remained unclear. In this study, we demonstrated that BR increases cellular level of H_2_O_2_, which causes oxidation of BZR1 at a conserved cysteine residue; this oxidation enhances BZR1 transcriptional activity by promoting its interaction with ARF6 and PIF4. The oxidized BZR1 is reduced by thioredoxin TRXh5. Such redox regulation of BZR1 plays an important role in BR signal transduction (Fig. 7).

**Fig. 7:**
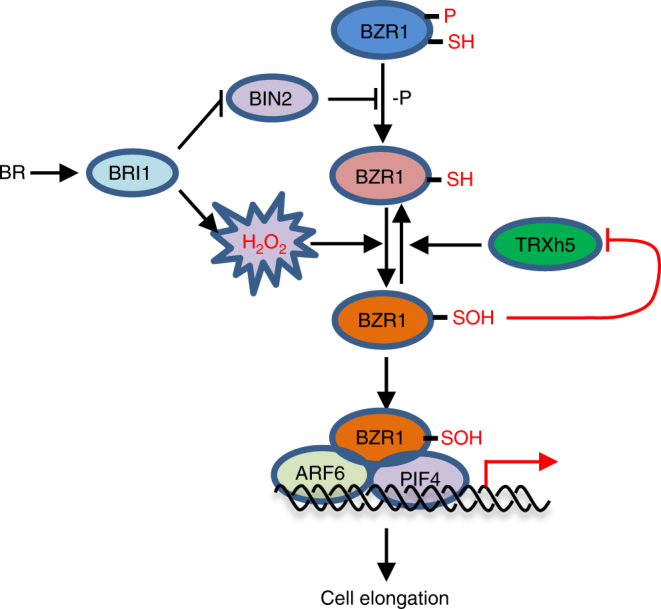
A model for the regulatory network integrating BR and H_2_O_2_ signals in cell elongation. Binding of BR to receptor kinase BRI1 not only inhibits the kinase activity of BIN2 to promote dephosphorylation of BZR1, but also increases cellular level of H_2_O_2_, which causes oxidation of BZR1 at a conserved cysteine residue. This oxidation enhances BZR1 transcriptional activity by promoting its interaction with partners, such as ARF6 and PIF4. The oxidized BZR1 is reduced by thioredoxin TRXh5. As the level of H_2_O_2_ and TRXh5 activity can be altered by many signals, such redox regulation of BZR1 plays an important role in fine-tuning BR responses by additional signals

Several studies have reported that BR-induced H_2_O_2_ accumulation is necessary for numerous BR-mediated biological processes, including stomatal movement^15,16^, salt tolerance^35^, responses to heat and oxidative stresses^36,37^. In this study, we showed that BR-induced H_2_O_2_ production is also critical for BR promotion of cell elongation and root QC cell division. Chemical scavenging of H_2_O_2_, silencing *RBOHD* and *RBOHF* expression, and overexpression of catalase genes, all compromised BR- and/or activated BZR1-induced cell elongation and QC cell division. DPI treatment decreased BR sensitivity in a dose-dependent manner in the hypocotyl elongation assays. These results indicated that H_2_O_2_ is essential for diverse BR-mediated plant biological processes, and H_2_O_2_ plays an important role in BR signal transduction.

Multiple components of the BR signaling pathway have been reported to be the modification targets of ROS^24,38^. BAK1 was shown to be glutathionylated by glutaredoxin AtGRXC2 via a thiol-dependent reaction with GSSG, which inhibits the kinase activity^38^. Nitric oxide inhibits the kinase activity of BIN2 by S-nitrosylation of cys-162, which is conserved in GSK3 kinase family^24^. However, these studies only provided the in vitro data, and whether redox regulates the kinase activity of BAK1 and BIN2 in plants still remains unknown.

In the present study, we demonstrate, through several lines of evidence, that H_2_O_2_ is involved in BR signal transduction through oxidation of the master transcription factor BZR1. First, chemical scavenging of H_2_O_2_ suppressed the long hypocotyl and high frequency of QC cell division in *bin2bil1bil2* mutants and wild-type plants treated with GSK3 inhibitors bikinin or LiCl. Further, the *BZR1ΔDM* transgenic plants, which express a mutant BZR1 protein that cannot be phosphorylated by BIN2, exhibited DPI inhibition of cell elongation and QC cell division, suggesting that DPI inhibits BR responses independent of BIN2/GSK3s. Second, H_2_O_2_ and its biosynthesis inhibitor DPI had no significant effect on the protein level or on the phosphorylation status of BZR1, confirming that H_2_O_2_ does not affect BR signaling upstream of BZR1. Third, BIAM labeling assays showed that H_2_O_2_ effectively induced the oxidation of BZR1 in vivo and in vitro. Finally, mutation of the H_2_O_2_-oxidized cysteine residues abolished in vitro H_2_O_2_ oxidation of BZR1 and abrogated BZR1’s activities in activating gene expression and promoting cell elongation and QC cell division. Together, these results demonstrated that H_2_O_2_ contributes to BR signal transduction downstream of GSK3 kinase and through oxidation of the transcription factor BZR1.

Transcriptomic analyses further support that the transcriptional activity of BZR1 is under redox regulation and that BZR1 is a major factor mediating transcriptional responses to H_2_O_2_. Under an H_2_O_2_-deficient condition, the amplitude of BZR1-regulated gene expression was significantly reduced and approximately 64% of the genes were no longer altered in *bzr1-1D*, while adding H_2_O_2_ back to the H_2_O_2_-deficient condition partially restored the responsiveness to *bzr1-1D* for about 58% of the BZR1-regulated genes. On the other hand, 2200 (54%) of the 4054 DPI-altered genes were also altered by *bzr1-1D*, with 93.3% of them affected oppositely by DPI and *bzr1-1D*. Such strong correlation between DPI and BZR1 effects of transcriptome supports that BZR1 is a major factor for H_2_O_2_ modulation of gene expression under our experimental conditions.

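The shared genes made up 54.3% of the genes called for DPI in bzr1-1D in the authors' deposited table. The other 1854 genes were not called between bzr1-1D and Col-0 in the mock condition. In these, the DPI log2 ratio of the authors' means also had the opposite sign to the mock log2 ratio in 71.5%. Their median mock log2 ratio was 0.27 among those lowered by DPI and -0.19 among those raised. The shared bzr1-1D mock libraries act on this share as well, and it was 86.3% in simulated groups with no effect of bzr1-1D or DPI and 63.7% with the bzr1-1D effect and no effect of DPI.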

GO comparison of BZR1-regulated genes under oxidized and reduced states suggests that the redox regulates BZR1 to modulate many cellular functions. H_2_O_2_-dependent BZR1-repression genes are enriched in photosynthesis and ROS production. BZR1 repressed the expression of several members of thioredoxins, glutaredoxins, and peroxidase family genes, including *TRXf1*, *TRXm1*, *TRXm2*, *TRXm4*, *TRXy2*, *TRXz*, *GRX2*, and *PRXQ* via an H_2_O_2_-dependent manner (Supplementary Data 1). Such BZR1 repression of ROS-related genes may contribute to feedback regulation and redox homeostasis. 

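All 8 of these genes had lower authors' means in bzr1-1D mock than in Col-0 mock, higher means in bzr1-1D with DPI than in bzr1-1D mock, and were called in both comparisons in the authors' deposited table. PRXQ (AT3G26060, chromosome 3, 9525465 to 9526374) had an authors' mean of 101.8 FPKM in Col-0 mock and 27.1 FPKM in bzr1-1D mock, a log2 ratio of -1.91, and 107.8 FPKM in bzr1-1D with DPI. TRXz (AT3G06730, chromosome 3, 2124155 to 2126156) went from 30.5 FPKM in Col-0 mock to 12.6 FPKM in bzr1-1D mock and 50.1 FPKM in bzr1-1D with DPI. TRXy2 (AT1G43560, chromosome 1, 16397979 to 16399880) had the lowest log2 ratio in the mock condition of the 8 genes, -2.17, and was the only one of them still called between bzr1-1D and Col-0 under DPI, at -0.78. GRX2 was taken as AT2G38270, which the annotation lists under this synonym with the symbol CXIP2, and it had the smallest mock log2 ratio of the 8 genes in size, -0.73. With H2O2 added to DPI the means of all 8 genes were lower than with DPI alone, and only TRXm1 and TRXz were called for this difference. In Col-0, DPI also raised the means of all 8 genes, and TRXf1 was called, with a log2 ratio of 0.71. These directions were the same after centring on the median gene in each comparison.

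**Figure D1:**
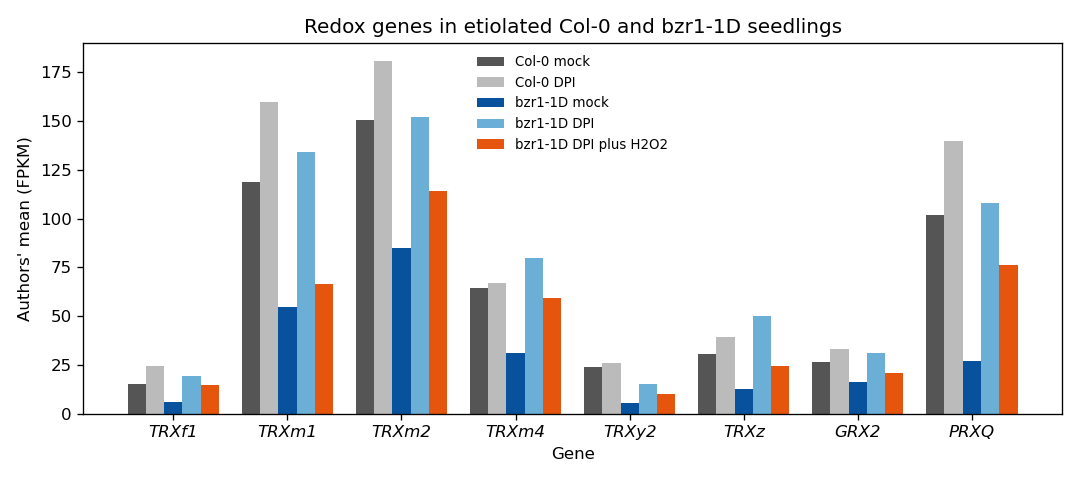
Authors' mean expression in FPKM (vertical axis, linear, from 0) of the 8 genes (horizontal axis) in the 5 groups, 1 bar per group. There are no error bars, since only means were analysed. In each gene the bzr1-1D mock bar is the lowest of the 5, as for PRXQ at 27.1 FPKM.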

H_2_O_2_ enhances BZR1 activation of genes involved in cell wall biogenesis and responsive to GA, auxin, and light, consistent with its function in promoting BR-induced cell elongation. The H_2_O_2_-dependent BZR1-regulated genes are enriched with PIF4-regulated or IAA3-regulated genes. Such significant overlaps with auxin and light responses are consistent with the recent finding that auxin, light, and BR regulate shoot cell elongation through a central module of BZR1 interaction with the PIF4 and ARF6 factors^31^. Indeed, we found that H_2_O_2_ oxidation of BZR1 enhances its interaction with PIF4 and ARF6. As such, BR and H_2_O_2_ control BZR1 activity through distinct mechanisms of enhancing nuclear localization/DNA binding and interaction with partners, respectively. Such a specific mechanism of H_2_O_2_ regulation is likely to allow redox regulation of subsets of BR-regulated processes.

H_2_O_2_-mediated oxidative modification is a reversible process, and in many cases the reduction of oxidized cysteine residues is carried out by the thioredoxin system^34,39^. Thioredoxins are typically small proteins that are conserved in all free-living organisms and are able to catalyze the reduction of the disulfide bond in their substrates and the denitrosylation of potential protein-SNO modifications^34^. Detailed characterization of TRXh5 in this study reveals that the growth-promoting hormone BR represses the expression of *TRXh5* through BZR1 (Supplementary Fig. 13a, b) and that TRXh5 negatively regulates BR signal transduction by catalyzing BZR1 oxidation-to-reduction switch. Previous studies have shown that TRXh5 regulates SA-dependent plant immunity by selective protein denitrosylation^25,40^. Pathogens and SA highly upregulate the expression of *TRXh5*, which reduces NPR1 to cause its oligomer-monomer exchange and nuclear localization to activate immune responses. As such, TRXh5 is activated by pathogens but repressed by BR, and it activates immunity and represses growth, and thereby functions as a major node of crosstalk that mediates a trade-off between growth and immunity in plants.

The proper balance among stem cell maintenance, proliferation, and differentiation is a key aspect of development in multicellular organisms, and is controlled by gradient signals such as BR and ROS^41,42^. BR and activated BZR1 are patterned in the Arabidopsis root tip, with low levels of nuclear-localized BR-activated BZR1 in the stem cell niche to maintain stem cell and meristem size, and high levels of nuclear BZR1 in the epidermal cells in the transition-elongation zone to promote cell elongation^41^. H_2_O_2_ also accumulates mainly in the expanding cells of the elongation zone to promote cellular differentiation, whereas superoxide mainly accumulates in the dividing cells of the meristem zone to maintain stem cell^42^. BR treatment not only induces the nuclear localization of BZR1 and the accumulation of H_2_O_2_, but also reduces the content of superoxide, as the BR-deficient mutant *det2-9* was recently shown to over accumulate superoxide in the meristem zone, which leads to the inhibition of root growth^43^. Overall, the distribution pattern of H_2_O_2_ is similar to that of nuclear BZR1 (Supplementary Fig. 14a, b), consistent with H_2_O_2_ modulating BZR1 activity in root growth regulation. The gradient pattern of H_2_O_2_ depends on the basic/helix-loop-helix transcription factor UPBEAT1 (UPB1), which regulates the expression of peroxidases and root growth rate^42^. While the role of H_2_O_2_ in QC function remains unclear. BZR1 has been shown to promote QC division in response to DNA damage stress^20^. The H_2_O_2_ enhancement of the transcription activity of BZR1 could potentially provide dual regulation of root growth by BR and redox signals, important for optimal growth according to endogenous and environmental signals.

The redox regulation of BZR1 by H_2_O_2_ and TRXh5 establishes a molecular framework of H_2_O_2_ crosstalk with BR signaling. As, H_2_O_2_ is involved in numerous plant physiological processes and stress responses, this mechanism of crosstalk is likely important for coordinating plant growth with environmental adaptation.

## Methods

### Plant materials and growth condition

*Arabidopsis thaliana* plants were grown in a greenhouse or a growth chamber with a 16-h light/8-h dark cycle at 22–24 °C for general growth and seed harvesting. All wild-type, various mutants, and transgenic plants in this study are in Col-0 ecotype background, except *bin2bil1bil2* mutant in the Ws background. These include *bzr1-1D*, *bri1-116*, *trxh5-1*, *rbohDrbohF*, *p35S:CAT2*, *p35S:CAT3*, *p35S:TRXh5-YFP*, *p35S:TRXh5-YFP/bzr1-1D*, *p35S:BZR1-YFP*, *p35S:BZR1ΔDM-YFP*, *p35S:YFP, p35S:bzr1-1D-YFP*, *p35S:bzr1-1D*^*C63S*^*-YFP*, *p35S:bzr1-1D*^*C6,73S*^*-YFP*, *p35S:bzr1-1D*^*C91,137,240S*^*-YFP*, *p35S:bzr1-1D*^*C63,73,91,174,240S*^*-YFP*, *p35S:bes1-D-YFP*, *p35S:bes1-D*^*C84S*^*-YFP*, and *p35S:bes1-D*^*C84, 94, 261S*^*-YFP*. For hypocotyl length measurement, seedlings were photocopied and their hypocotyl lengths were measured using ImageJ software (http://rsb.info.nih.gov/ij).

### Vector construction

Full length cDNA of *TRXh5*, *BZR1*, *bzr1-1D*, *BES1*, and *bes1-D* without stop codon were amplified by PCR and cloned into pENTR^T^^M^/SD/D-TOPO^T^^M^ vectors (ThermoFisher), and then recombined with destination vector pX-YFP (35S:C-YFP), pX-nYFP (35S:C-nYFP), pX-cYFP (35S:C-cYFP), pDEST15 (N-GST), and pMAL2CGW (N-MBP). All mutants of *BZR1*, *bzr1-1D*, and *bes1-D* were generated using Quick-change Site-directed Mutagenesis kit (Stratagene), cloned into pENTR^T^^M^/SD/D-TOPO^TM^ vectors, and then recombined into destination vector pX-YFP (35S:C-YFP). Oligo primers used for cloning are listed in Supplemental Data 5.

### Microscopy analysis

Phenotypic analysis of roots were carried out with modified Pseudo-Schiff Propidium Iodide (mPS-PI) staining method^44^. Seedlings of wild-type and various mutants for analysis of QC cell division were grown on ½ MS basal salt medium supplemented with 1% sucrose for 4 days in the continues light, and then transferred to ½ MS liquid medium containing different hormones and chemicals as indicated for another 1 day under light conditions. Whole seedlings were fixed in fixative buffer (50% methanol and 10% acetic acid) and stained using the mPS-PI staining method. The cellular organization of root tips was analyzed from longitudinal optical sections obtained using an LSM700 laser scanning confocal microscope (Zeiss). At least 50 roots were analyzed for each treatment in each experiment and each experiment was repeated independently at least three times. The statistical significance of differences between means was determined using the Student’s *t-*test.

### BIAM labeling assay

MBP and MBP-BZR1 proteins were purified from *E. coli* using amylose resin (NEB), and then treated with different concentrations of H_2_O_2_ at room temperature for 15 min. The proteins were precipitated by adding one volume of acetone at −20 ℃ for 20 min and centrifuged at 5000 × *g* for 5 min. The pellets were washed three times with 50% acetone and dissolved in 500 µl labeling buffer (50 mM MES-NaOH, pH 6.5, 100 mM NaCl, 1% TritonX-100, 100 µM BIAM), and then incubated at room temperature in the dark for 1 h. The labeling reactions were terminated by the addition of β-mercaptoethanol to a final concentration of 20 mM. The reaction mixtures were precipitated by adding one volume of acetone at −20 ℃ for 20 min and centrifuged at 5000 × *g* for 5 min. The pellets were dissolved in 50 µl SDS sample buffer, and subjected to separate on SDS-PAGE. Proteins labeled with BIAM were detected with HRP-conjugated streptavidin^30^ (Cell Signaling, Cat: 7075S, 1:5000 dilution). An antibody against MBP was used to show the total MBP or MBP-BZR1 proteins (NEB, Cat: 8038L, 1:5000 dilution).

### In vivo and in vitro biotin-switch assays

The slightly modified biotin switch assays^30,45^ that selectively add biotin to reduced or oxidized thiol groups were used to analyze the redox status of BZR1 proteins in Arabidopsis plants or purified recombinant BZR1 proteins treated with H_2_O_2_.

For in vivo oxidation analysis, the *p35S:BZR1-YFP* transgenic seedlings were grown in ½ MS liquid medium containing 1% sucrose for 7 days under 16-h light/8-h dark condition, and then treated with or without 100 nM BL, and/or 1 mM H_2_O_2_ for another 3 h under light conditions. Seedlings were harvested and ground to fine powder in liquid nitrogen. Proteins were extracted in EBR buffer (20 mM HEPES, pH 8.0, 40 mM KCl, 5 mM EDTA, 0.5% TritonX-100, 1% SDS, 1 mM PMSF, and 1× protease inhibitor cocktail).

For in vitro oxidation analysis, the maltose-binding protein-BZR1 fusion (MBP-BZR1) protein was purified from *E. coli*, and then treated with 1 mM H_2_O_2_ or 1 mM DTT at room temperature for 15 min. The proteins were precipitated by adding one volume of acetone at −20 ℃ for 20 min and centrifuged at 5000 × *g* for 5 min. The pellet was washed three times with 50% acetone and dissolved in 500 µl EBR buffer.

To detect the oxidized form of BZR1, the plant extracts or the recombinant BZR1 proteins were incubated with 100 mM NEM in the EBR buffer at room temperature for 30 min with frequent vortexing to block free thiol. The samples were precipitated with one volume of acetone and washed three times with 50% acetone. The pellets were dissolved in 500 µl EBR buffer plus 20 mM DTT, and then incubated at 37 ℃ for 30 min to reduce the oxidized thiols. DTT was removed by protein precipitation and pellets were resuspended in 500 µl EBR buffer. The supernatant was labeled with 100 µM BIAM at room temperature for 1 h in the dark, and proteins were precipitated with one volume of acetone to remove free BIAM.

The BIAM-treated proteins were then dissolved in 250 µl EBR buffer and diluted by 750 µl NEB buffer (20 mM HEPES, pH 8.0, 40 mM KCl, 5 mM EDTA, 0.25% TritonX-100, 1 mM, PMSF and 1× protease inhibitor cocktail). After centrifugation at 10,000 × *g* for 5 min, the supernatant was added to 40 µl streptavidin beads (Biomag) and incubated at 4 ℃ for overnight. Beads were washed five times with NEB buffer, and proteins were eluted by 50 µl 2× SDS sample buffer and the samples were separated on 8% SDS-PAGE gels. An aliquot of proteins before incubation with streptavidin beads were also analyzed as total BZR1 protein. The gel blots were probed with anti-GFP antibody (homemade, 1:5000 dilution) or anti-MBP antibody (NEB, Cat: E8038L, 1:5000 dilution). The uncropped gel/blot images were presented in the Supplementary Fig. 15.

### Mass spectrometric analysis of oxidized residues in BZR1

Briefly, purified MBP-BZR1 protein labeled with biotin-IAM was digested in-gel by trypsin, and then analyzed by liquid chromatograph tandem mass spectrometry (LC-MS/MS) using a ThermoFisher Orbitrap Fusion mass spectrometer. MS1 scans were acquired in the Orbitrap MS using a mass resolution of 240,000, and MS2 scans were obtained from Orbitrap MS with a resolution of 30,000. The raw data from mass spectrometry was searched against the NCBI Arabidopsis protein database using the Protein Prospector searching software (http://prospector.ucsf.edu/prospector/mshome.htm), with a 10-ppm tolerance of the precursor and a 20-ppm tolerance for higher energy collision conditions (HCD) MS/MS. Cysteine biotinylation (C14H22N4O3S, mass change = 326.14) were included in the search.

### Quantitative reverse transcriptase-PCR analysis

Total RNA was extracted from 6-day-old Arabidopsis seedlings of wild-type, *bzr1-1D*, and transgenic plants using the Trizaol RNA extraction kit (Transgene). The first-strand cDNAs were synthesized using RevertAid reverse transcriptase (Thermo) and used as RT-PCR templates. Quantitative PCR analyses were performed on a CFX connect real-time PCR detection system (Bio-Rad) using a SYBR green reagent (Roche) with gene-specific primers (see Supplementary Data 5).

### In vitro pull-down assays

The recombinant GST-fused PIF4, ARF6, or TRXh5 were purified from bacteria using glutathione beads (GE Healthcare). BZR1 or BZR1^C63S^ fused to MBP were purified using amylose resin (NEB). Glutathione beads containing 1 µg of GST-PIF4, GST-ARF6, or GST-TRXh5 were incubated with 1 µg MBP, MBP-BZR1, or MBP-BZR1^C63S^ as indicated in pull-down buffer (20 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1 mM EDTA) with or without 1 mM H_2_O_2_ at 4 ℃ for 1 h, and the beads were washed five times with wash buffer (20 mM Tris-HCl, pH 7.5, 300 mM NaCl, 0.1% Nonidet P-40, 1 mM EDTA). The proteins were eluted from beads by boiling in 50 µl 2× SDS sample buffer and separated on 8% SDS-PAGE gels. Gel blots were analyzed using anti-MBP (NEB, Cat: E8038L, 1:5000 dilution) and anti-GST antibodies (Merck, Cat: 16–209, 1:3000 dilution).

### Co-immunoprecipitation assays

Plants or mesophyll protoplast expressing different constructs as indicated were extracted with NEB buffer (20 mM HEPES-KOH, at pH 7.5, 40 mM KCl, 1 mM EDTA, 0.5% Triton X-100, and 1× protease inhibitors, Roche). After centrifugation at 20,000 × *g* for 10 min, the supernatant was incubated with GFP-Trap agarose beads (Chromotek) for 1 h, and the beads were washed four times with wash buffer (20 mM HEPES-KOH, at pH 7.5, 40 mM KCl, 1 mM EDTA, 0.05% Triton X-100, and 0.1% NP40). The proteins were eluted from the beads by boiling with 2× SDS sample buffer, and analyzed by SDS-PAGE and immunoblotted with anti-YFP (homemade, 1:5000 dilution) and anti-Myc (Sigma, Cat: M4439, 1:5000 dilution) antibodies.

### rBiFC assays

Full length of *BZR1* or *BZR1*^*5S*^ were amplified by PCR and cloned into the pDONR221-P1P4 vector, *PIF4* or *ARF6* were cloned into the pDONR221-P3P2 vector using the BP recombination reaction (Invitrogen), respectively. The 2in1 LR reaction were performed with destination vector pBiFCt-2in1-CC and different pDONR221 vectors^33^. Agrobacterial suspensions containing *p35S:PIF4-nYFP-p35S:RFP-p35S:BZR1-cYFP*, *p35S:PIF4-nYFP-p35S:RFP-p35S:BZR1*^*5S*^*-cYFP*, *p35S:ARF6-nYFP-p35S:RFP-p35S:BZR1-cYFP*, or *p35S:ARF6-nYFP-p35S:RFP-p35S:BZR1*^*5S*^*-cYFP* constructs were injected into the lower epidermis of tobacco leaves. The transfected plants were kept in the greenhouse for at least 36 h at 22 ℃, and then treated with mock solution or 1 mM H_2_O_2_ for 30 min. Fluorescent signals were visualized by using the LSM-700 laser scanning confocal microscope (Zeiss) and the signal intensities of YFP and RFP were determined by ImageJ software.

### RNA-Seq

Wild-type Col-0 and *bzr1-1D* were grown on ½ MS medium containing 2 µM PPZ, and/or 1 µM DPI, 0.3 mM H_2_O_2_ for 6 days in the dark. Total RNA was extracted with Trizaol RNA extraction kit (Transgene), and the mRNA sequencing libraries construction and sequencing on the BGISEQ-500 platform were performed at Beijing Geonomics Institute. The sequence reads were mapped to the Arabidopsis genome using HISAT and Bowtie2 software, and differential gene expression was analyzed using Noiseq software. Differentially expressed genes were defined by a 1.5-fold expression difference with a possibility >0.8. The accession number for the RNA-Seq data in the Gene Expression Omnibus database is GSE110488.

### Data availability

All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE110488. All data relevant to this study are provided in the manuscript and its supplementary files or are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

# Supplementary material for: Hydrogen peroxide positively regulates brassinosteroid signaling through oxidation of the BRASSINAZOLE-RESISTANT1 transcription factor
**Source:** Nat Commun. 2018 Mar 14;9:1063. doi: 10.1038/s41467-018-03463-x
**Supplement:** Supplementary file 1 — Supplementary Information

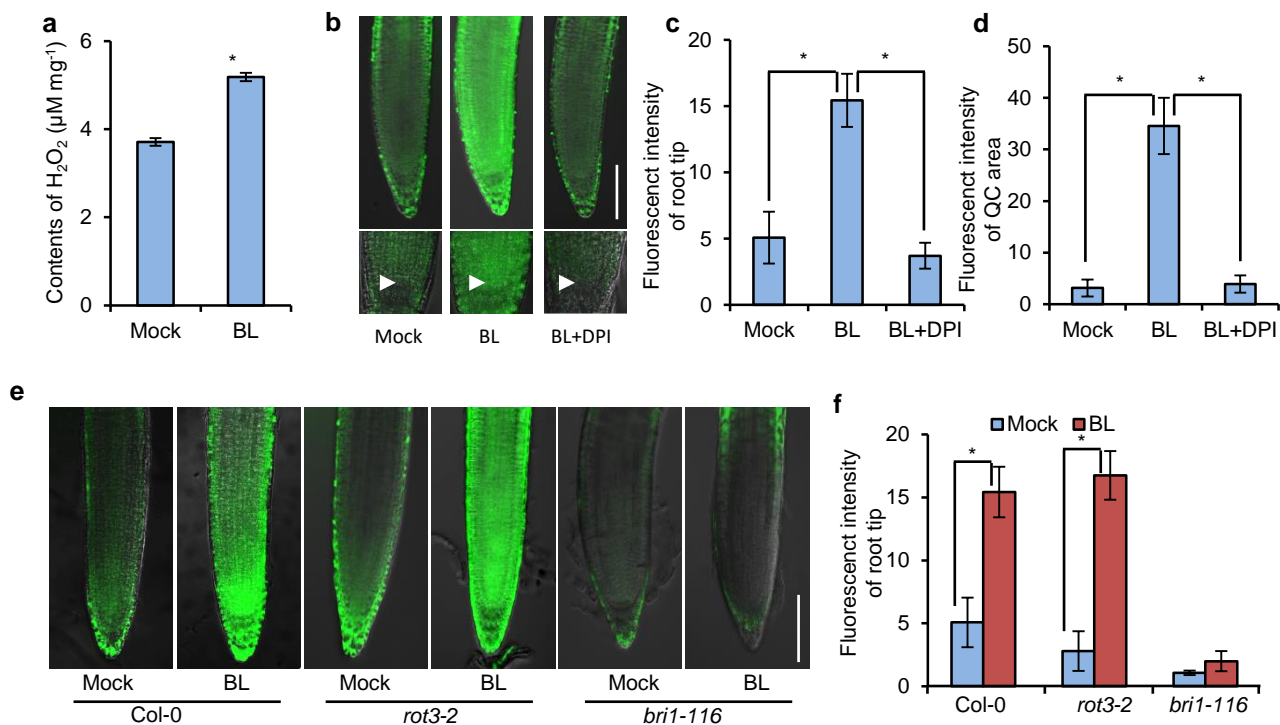

### Supplementary Figure 1. BR induces the production of $H_2O_2$ through a BRI1-dependent pathway.

(a)  $H_2O_2$  content was measured using the amplex red hydrogen peroxide/peroxidase assay in 5-day old light-grown Arabidopsis seedlings. Error bars represented the s.d. of three independent experiments. Asterisk indicated significant difference from mock treatment ( $t$  test;  $*p < 0.05$ ). (b)  $H_2DCFDA$  staining for  $H_2O_2$  in the primary root tips of Col-0 treated with BL and BL plus DPI. Lower panels showed zoom-in views of the QC area, and white arrows represented QC cells. (c,d) Quantification of  $H_2DCFDA$  fluorescent intensities in the root tips (c) or QC cells (d) of the seedlings in panel (b). (e)  $H_2DCFDA$  staining for  $H_2O_2$  in the primary root tips of Col-0, *rot3-2*, and *bri1-116* treated with or without BL. Scale bar, 100  $\mu m$ . (f) Quantification of  $H_2DCFDA$  fluorescent intensities in the images of panel (e). Seedlings were grown on  $\frac{1}{2}$  MS medium for 4 days, and then transferred to  $\frac{1}{2}$  MS liquid medium containing BL and/or DPI as indicated for another one day. Fluorescent signals were taken using LSM700 microscope from Zeiss. Error bars, s.d. ( $n=20$  images). Asterisk indicated significant difference from mock treatment ( $t$  test;  $*p < 0.05$ ).

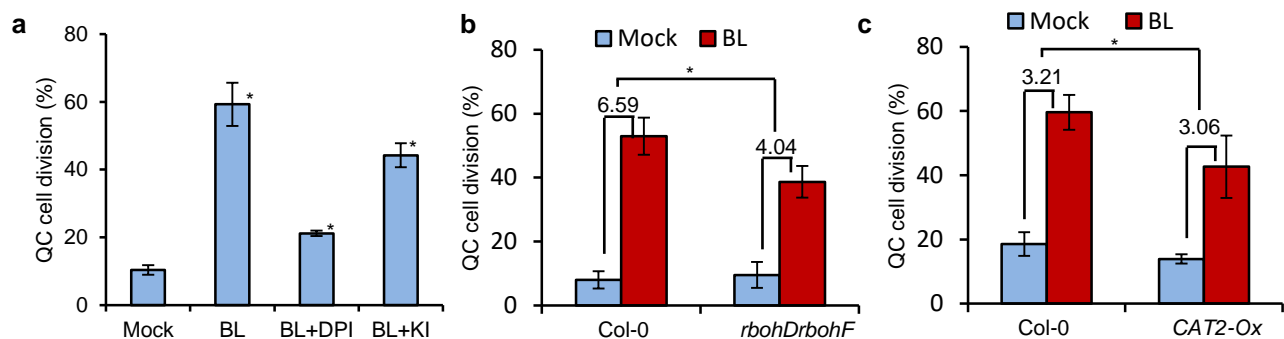

**Supplementary Figure 2: The accumulation of H<sub>2</sub>O<sub>2</sub> is required for BR-induced quiescent center cells division.**

**(a-c)** Quantification of QC cell division in the root of Col-0 (a), *rbohDrbohF* (b), and *CAT2-Ox* (c) treated with or without BL and/or DPI and KI. Seedlings of Col-0, *rbohDrbohF*, and *CAT2-Ox* were grown on ½ MS medium for 4 days, and then transferred to ½ MS liquid medium with or without BL, DPI or KI for another one day. At least 50 seedlings were examined for each biological repeat. Error bars represented the s.d. of three independent experiments. \* $p < 0.05$ , as determined by a Student's  $t$  test.

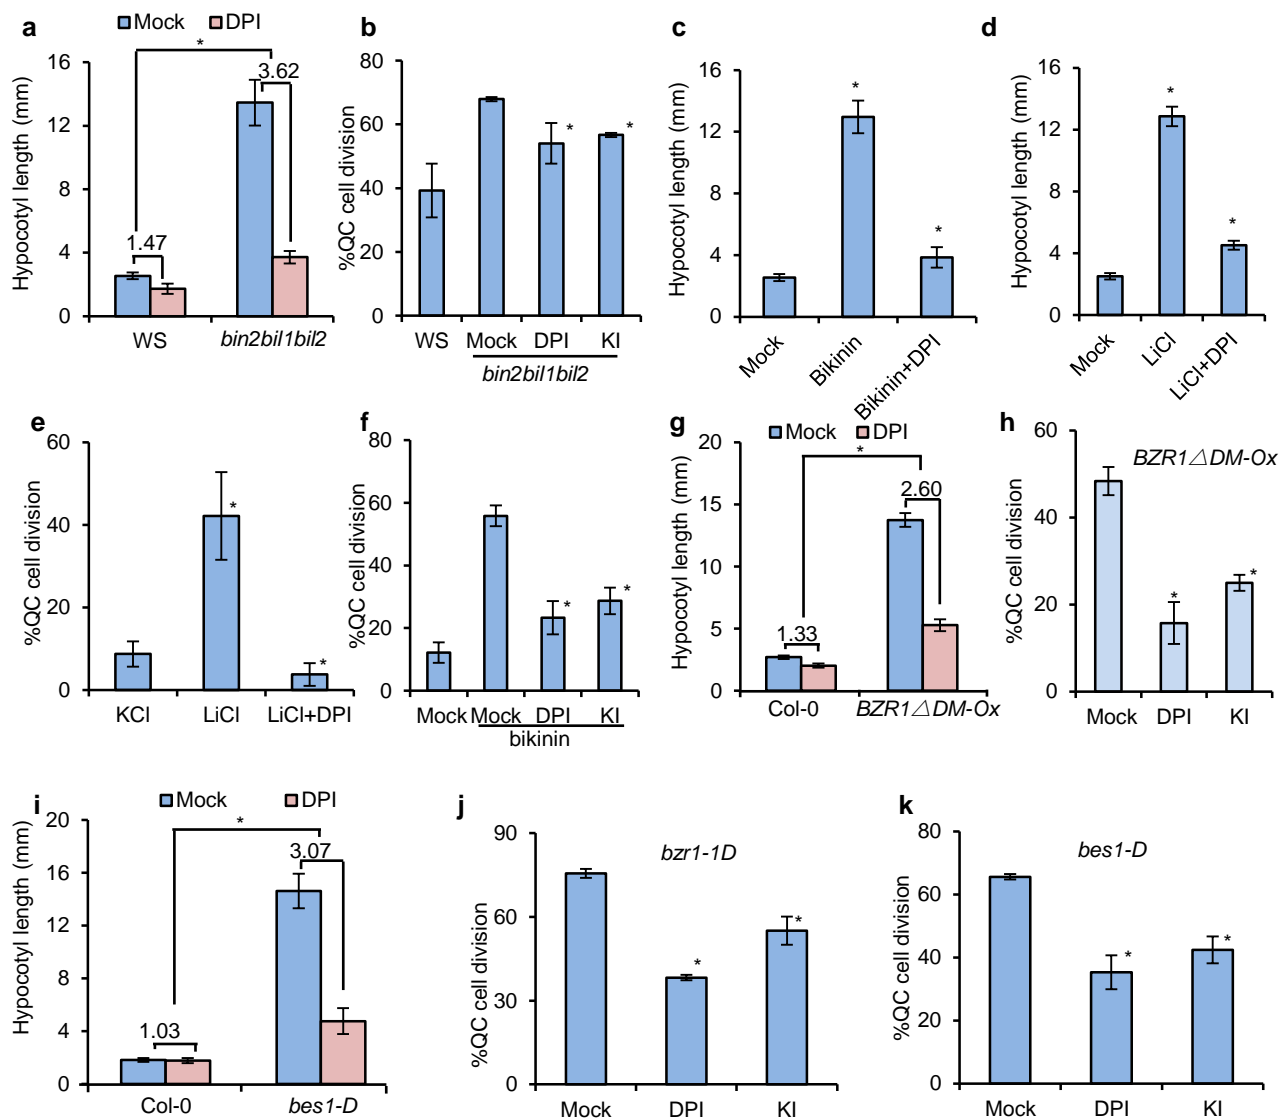

**Supplementary Figure 3.  $H_2O_2$  contributes to the BR signaling pathway by targeting the downstream components of BIN2.**

(a) DPI attenuated the PPZ-resistant phenotype of *bin2bil1bil2*. (b) DPI and KI reduced the QC cell division in the *bin2bil1bil2* mutant. (c,d) DPI attenuated the bikinin and LiCl effects on the cell elongation. (e) DPI counteracted the function of LiCl on QC cell division. (f) DPI and KI reduced the bikinin-induced QC cell division. (g) DPI attenuated the PPZ-resistant phenotype of *BZR1ΔDM-Ox* transgenic plants. (h) DPI and KI reduced the QC cell division in *BZR1ΔDM-Ox* transgenic plants. (i) DPI attenuated the PPZ-resistant phenotype of *bes1-D*. (j,k) DPI and KI reduced the QC cell division in *bzr1-1D* and *bes1-D* plants. For hypocotyl elongation assays, seedlings of wild type and different mutants were grown on  $\frac{1}{2}$  MS medium containing different chemicals as indicated in the dark for 6 days. Error bars, s.d. (n=25 plants). \* $p < 0.05$ , as determined by a Student's  $t$  test. For QC cell division analysis, seedlings of *Col-0* and different mutants were grown on  $\frac{1}{2}$  MS medium under constant light for 4 days, and then transferred to  $\frac{1}{2}$  MS liquid medium containing different chemicals as indicated for another one day. At least 50 seedlings were examined for each biological repeat. Error bars represented the s.d. of three independent experiments. Asterisk indicated significant difference from mock treatment ( $t$  test; \* $p < 0.05$ ).

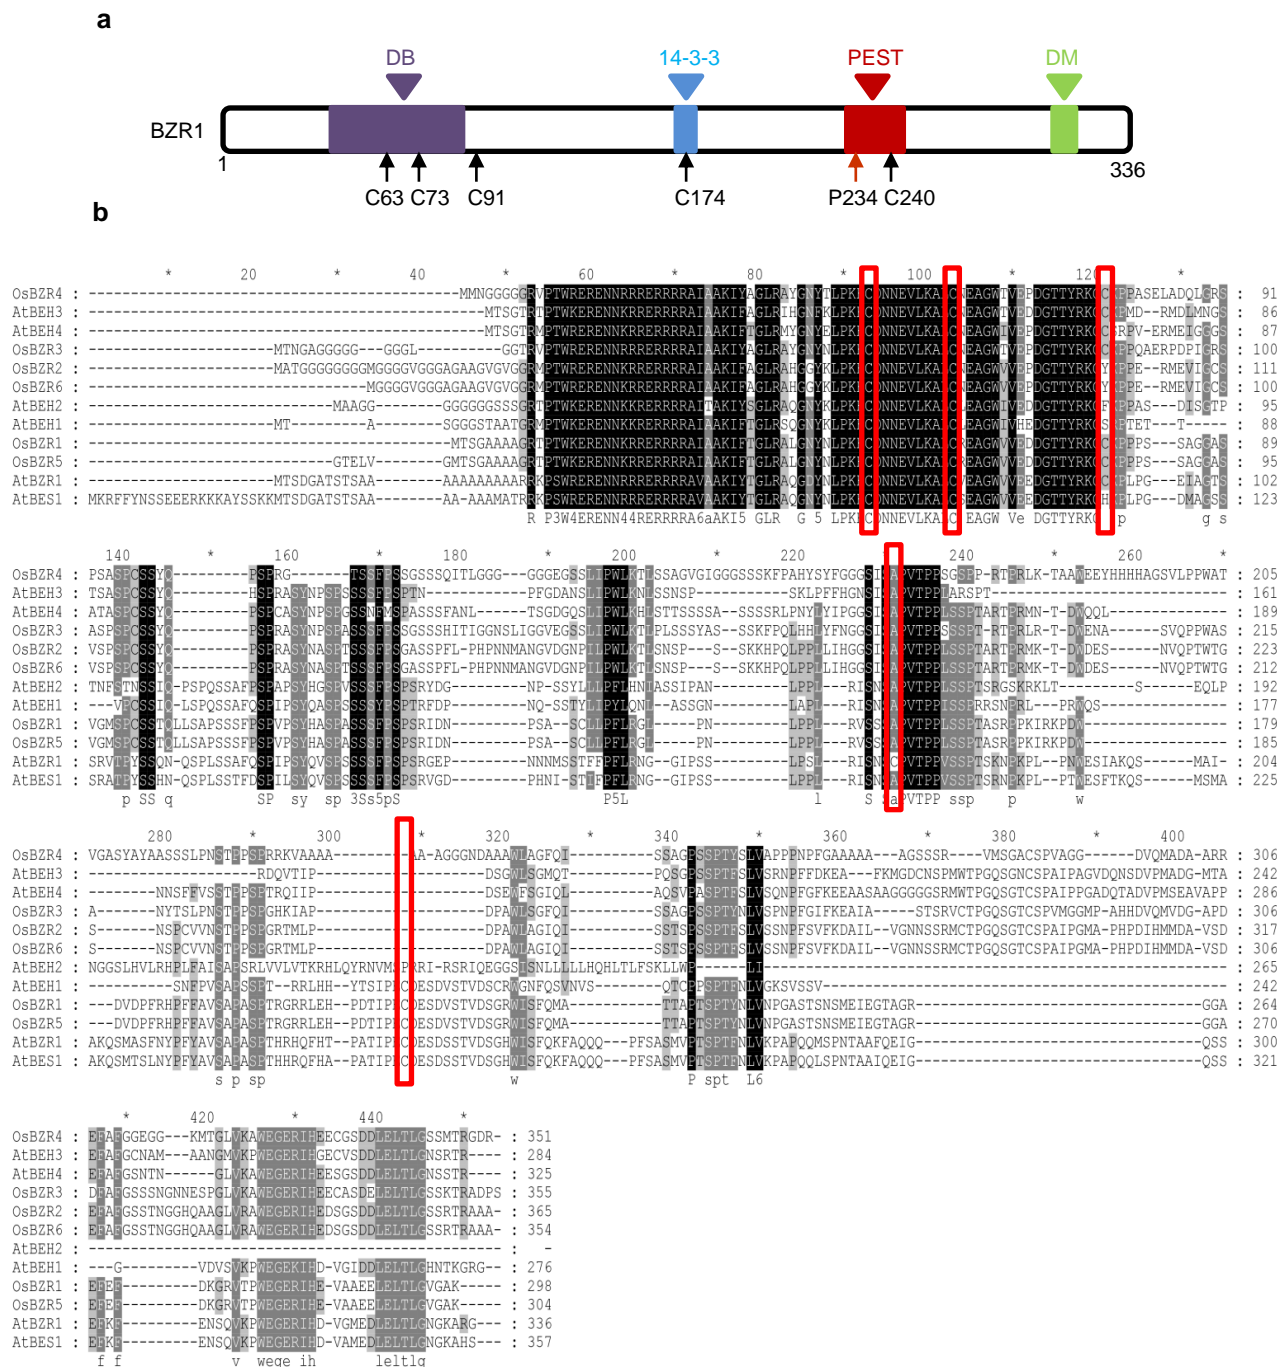

**Supplementary Figure 4. Protein alignment of BZR1 family in Arabidopsis and *Oryza sativa*.**

(a) Illustration depicted BZR1 protein structure. Purple box indicates DNA binding domain; dark blue indicates 14-3-3 binding domain; dark red indicates proline, glutamic acid, serine, and threonine rich (PEST) domain; light green indicates BIN2 binding domain (DM); the black arrows refer to the cysteine residues; and the red arrow refers the 234<sup>th</sup> proline. (b) The protein sequence alignment of BZR1 and its homologs. The alignment image was produced by CLUSTAL OMEGA software. Red box indicates five cysteine residues of BZR1.

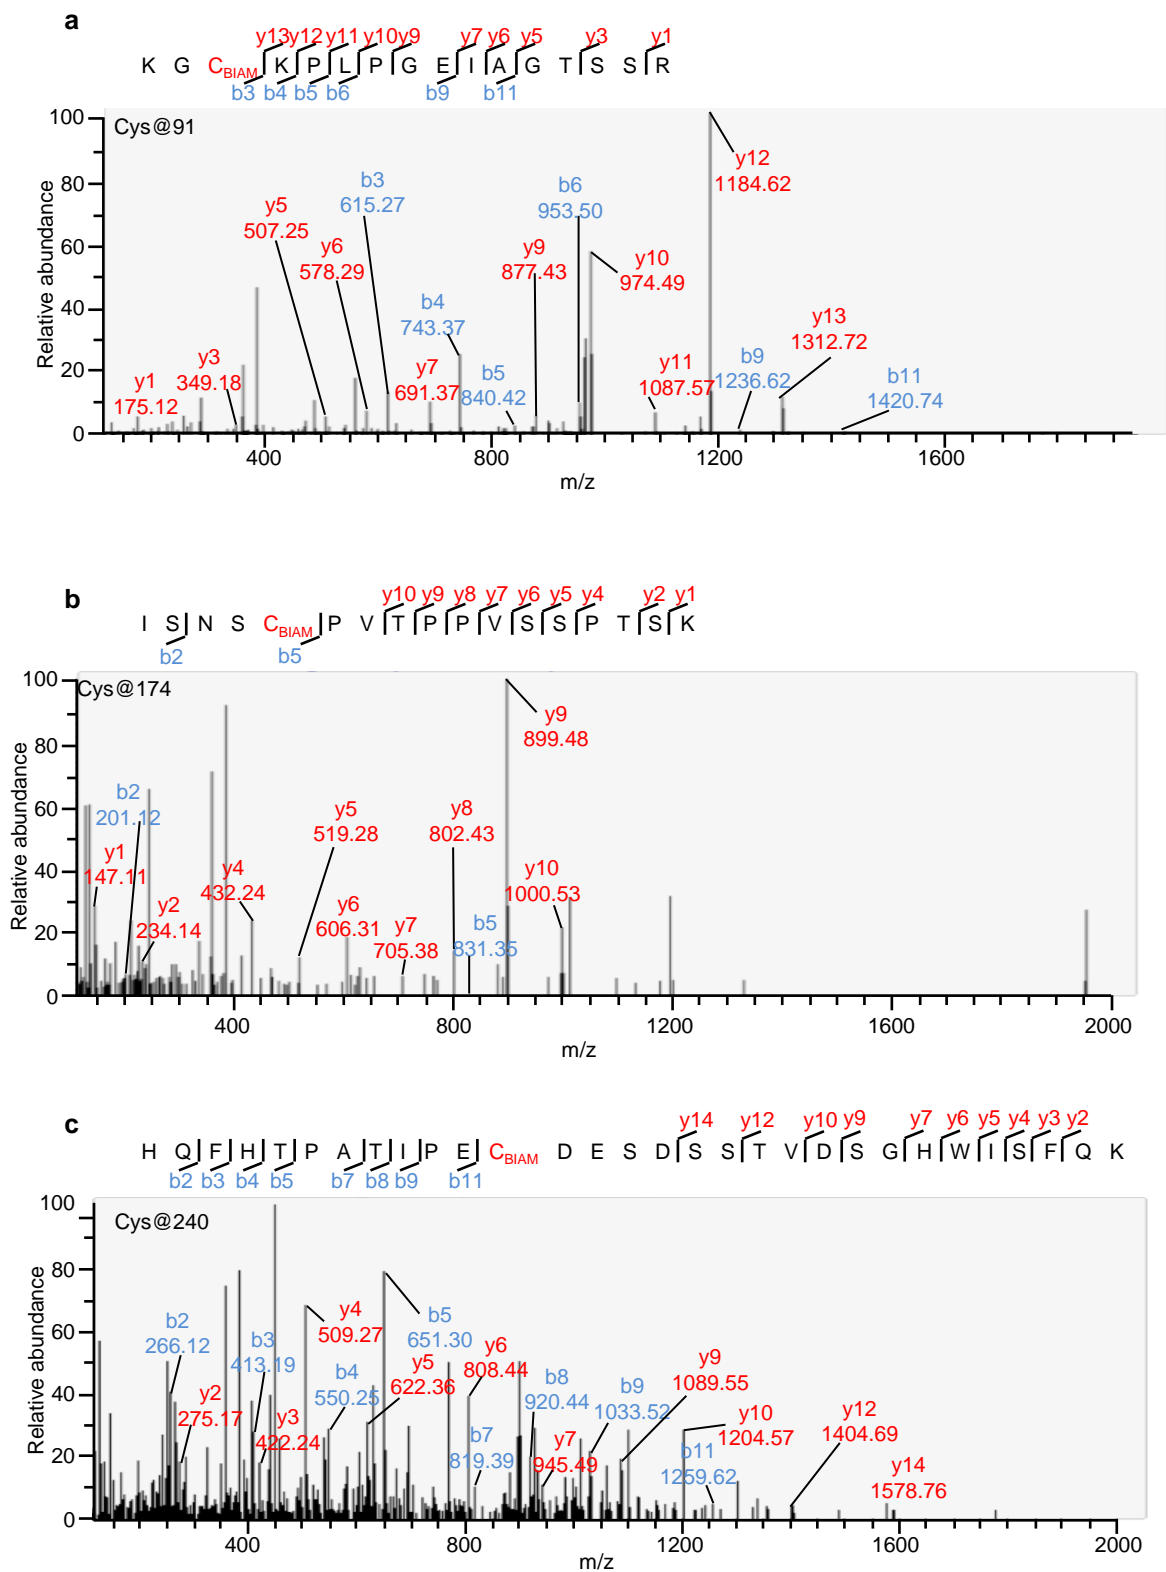

**Supplementary Figure 5. Mass spectrometry analysis of the tryptic fragments of MBP-BZR1 protein sequentially treated with H<sub>2</sub>O<sub>2</sub>, NEM, and BIAM.**

(a-c) Cys-91 (a), cys-174 (b) and cys-240 (c) charged with BIAM was identified as an H<sub>2</sub>O<sub>2</sub>-sensitive residue.

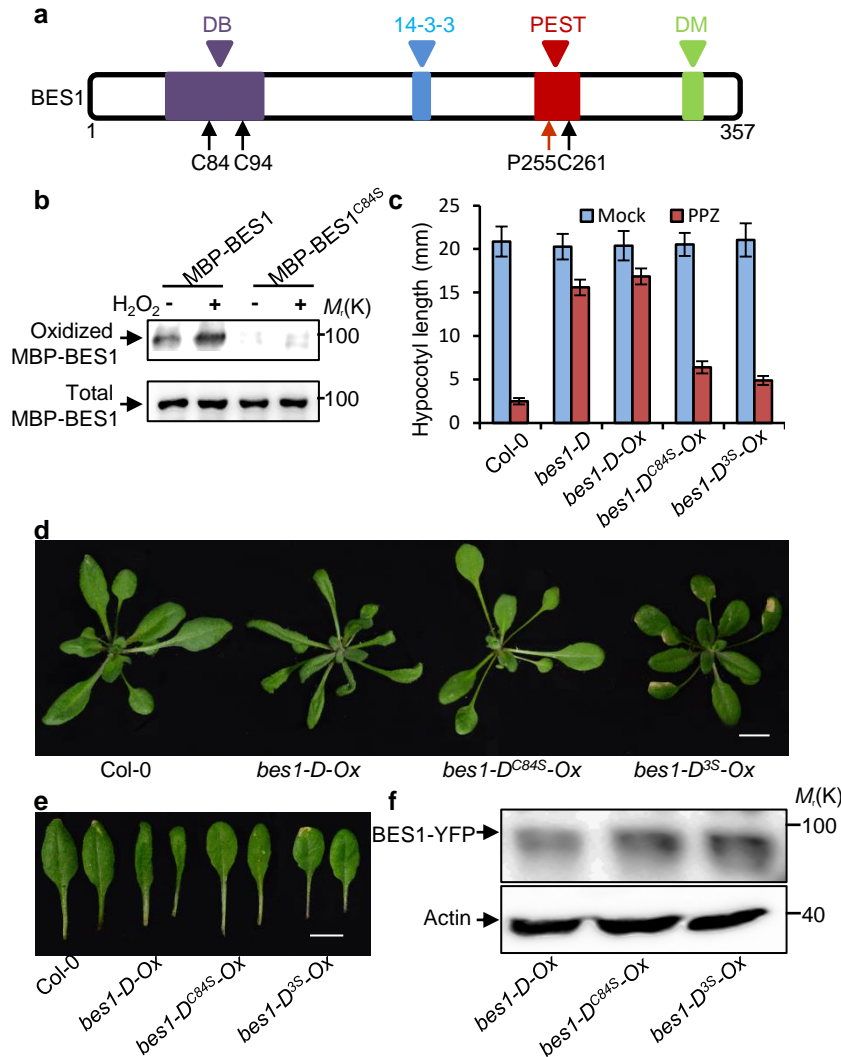

#### Supplementary Figure 6. Cys-84 is required for the function of BES1.

(a) Illustration depicted BES1 protein structure. Purple box indicates DNA binding domain; dark blue indicates 14-3-3 binding domain; dark red indicates proline, glutamic acid, serine, and threonine rich (PEST) domain; light green indicates BIN2 binding domain (DM); the black arrows refer to the cysteine residues; and the red arrow refers the 255<sup>th</sup> proline. (b) Identification of the H<sub>2</sub>O<sub>2</sub>-sensitive cysteine residues in MBP-BES1 using the biotin-switch method. MBP-BES1 and MBP-BES1<sup>C84S</sup> proteins pretreated with H<sub>2</sub>O<sub>2</sub> were firstly incubated with NEM to irreversibly block the free thiols of MBP-BES1. The NEM-modified MBP-BES1 and MBP-BES1<sup>C84S</sup> proteins were treated with DTT to reduce the pre-existing oxidized cysteine in proteins. The newly exposed free thiol groups were then relabeled with BIAM. The BIAM-tagged proteins in the samples were then immunoprecipitated with streptavidin beads and detected by western blot with anti-MBP antibody. (c) The bes1-D<sup>C84S</sup> and bes1-D<sup>C84, 94, 261S</sup>(bes1-D<sup>3S</sup>) mutation attenuated the PPZ-resistant phenotype of *bes1-D*. Seedlings were grown in the dark on ½ MS medium with or without 2 μM PPZ for six days, and the hypocotyl length of each seedling were measured. Error bars indicated s.d. (n=30 plants). (d,e) Phenotype of mutated BES1 transgenic plants (d) and leaves (e) grown in soil for 3 weeks under long-day condition. Scale bar, 10 mm. (f) Immunoblot analyzed the protein levels of BES1 in different transgenic plants by probing with anti-YFP antibody. An antibody against actin was used to verify equal protein loadings.

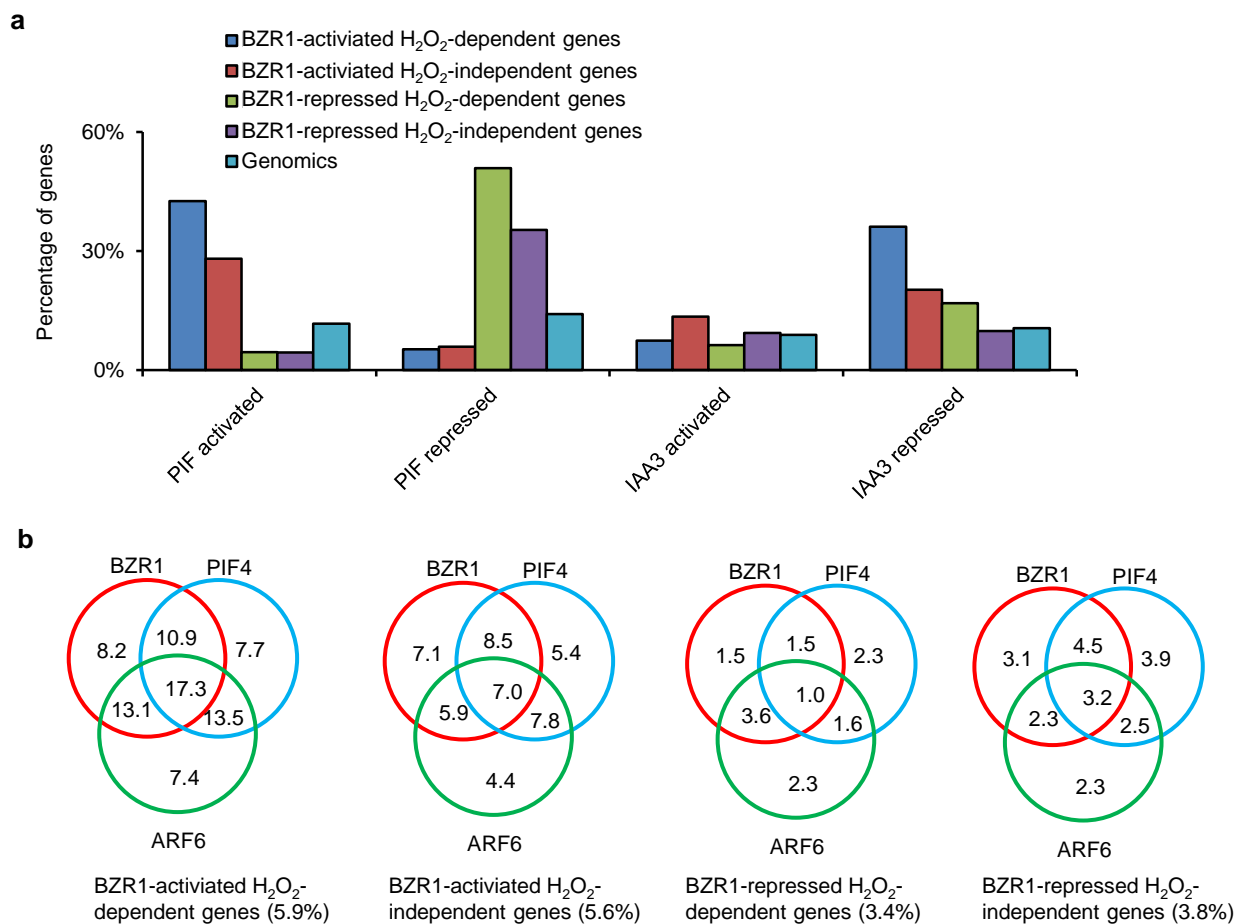

**Supplementary Figure 7. H<sub>2</sub>O<sub>2</sub>-dependent BZR1-activated genes are enriched in the genes directly regulated by PIF4 or ARF6.**

(a) Frequency of shown BZR1-regulated H<sub>2</sub>O<sub>2</sub>-dependent or H<sub>2</sub>O<sub>2</sub>-independent genes in the PIF- or IAA3- regulated genes. (b) Venn diagram shows that H<sub>2</sub>O<sub>2</sub>-dependent BZR1-activated genes are enriched in the common binding targets of BZR1, PIF4 and ARF6. Numbers in the Venn diagram indicate percentage of corresponding genes (e.g., BZR1-activated H<sub>2</sub>O<sub>2</sub>-dependent genes) in each section. Numbers in parentheses indicate percentage of genes in total Arabidopsis genome.

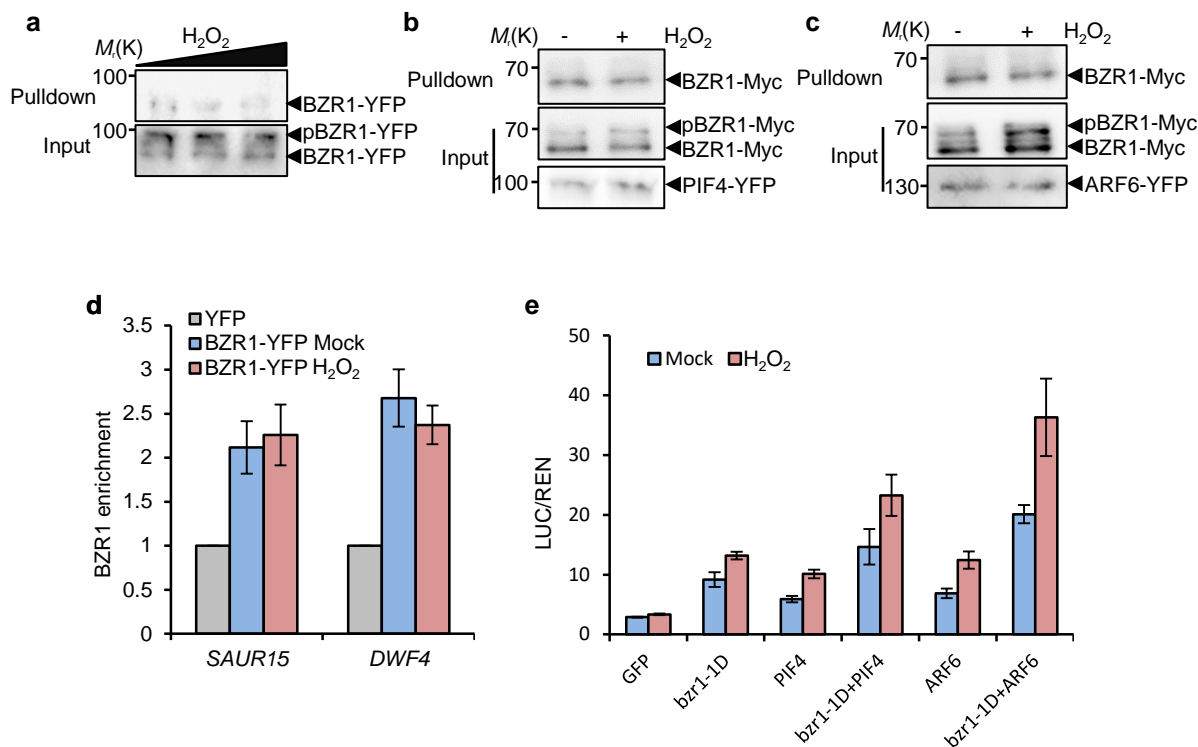

**Supplementary Figure 8.  $H_2O_2$  has no significant effects on the DNA binding ability of BZR1.**

(a) DNA-protein pull-down assays were performed with biotinylated DNA fragment from the *SAUR15* promoter and lysates of *p35S:BZR1-YFP* plants that were pretreated with different concentrations of  $H_2O_2$  for 30 mins. The DNA-bound proteins were immunoblotted using anti-YFP antibody. (b,c) The Arabidopsis mesophyll protoplasts expressing BZR1-Myc and PIF4-YFP (b), or BZR1-Myc and ARF6-YFP (c), were treated with or without 100  $\mu$ M  $H_2O_2$  for 30 mins, and then harvested to perform immunoprecipitation with streptavidin beads containing biotinylated DNA fragment from the *SAUR15* promoter. Target proteins were detected in western blots using anti-Myc and anti-YFP antibodies. (d)  $H_2O_2$  had no significant effect on the levels of BZR1-DNA binding *in vivo*. ChIP was performed using GFP-trap agarose beads followed by qPCR analysis. The level of BZR1 binding was calculated as the ratio between *p35S:BZR1-YFP* and the *p35S:YFP* control, normalized to that of the control gene *PP2A*. Error bars, s.d. of three biological repeats. (e) Transient reporter gene assays showed  $H_2O_2$  increased the transcription activity of BZR1. Arabidopsis mesophyll protoplasts were transformed with the dual luciferase reporter construct containing *pPRE5:LUC* (luciferase) and *p35S:REN* (renilla luciferase), and constructs overexpressing the indicated effectors. Before harvesting, the protoplasts were treated with or without 100  $\mu$ M  $H_2O_2$  for 30 mins. The LUC activity was normalized to REN. Error bars, s.d. of three biological repeats.

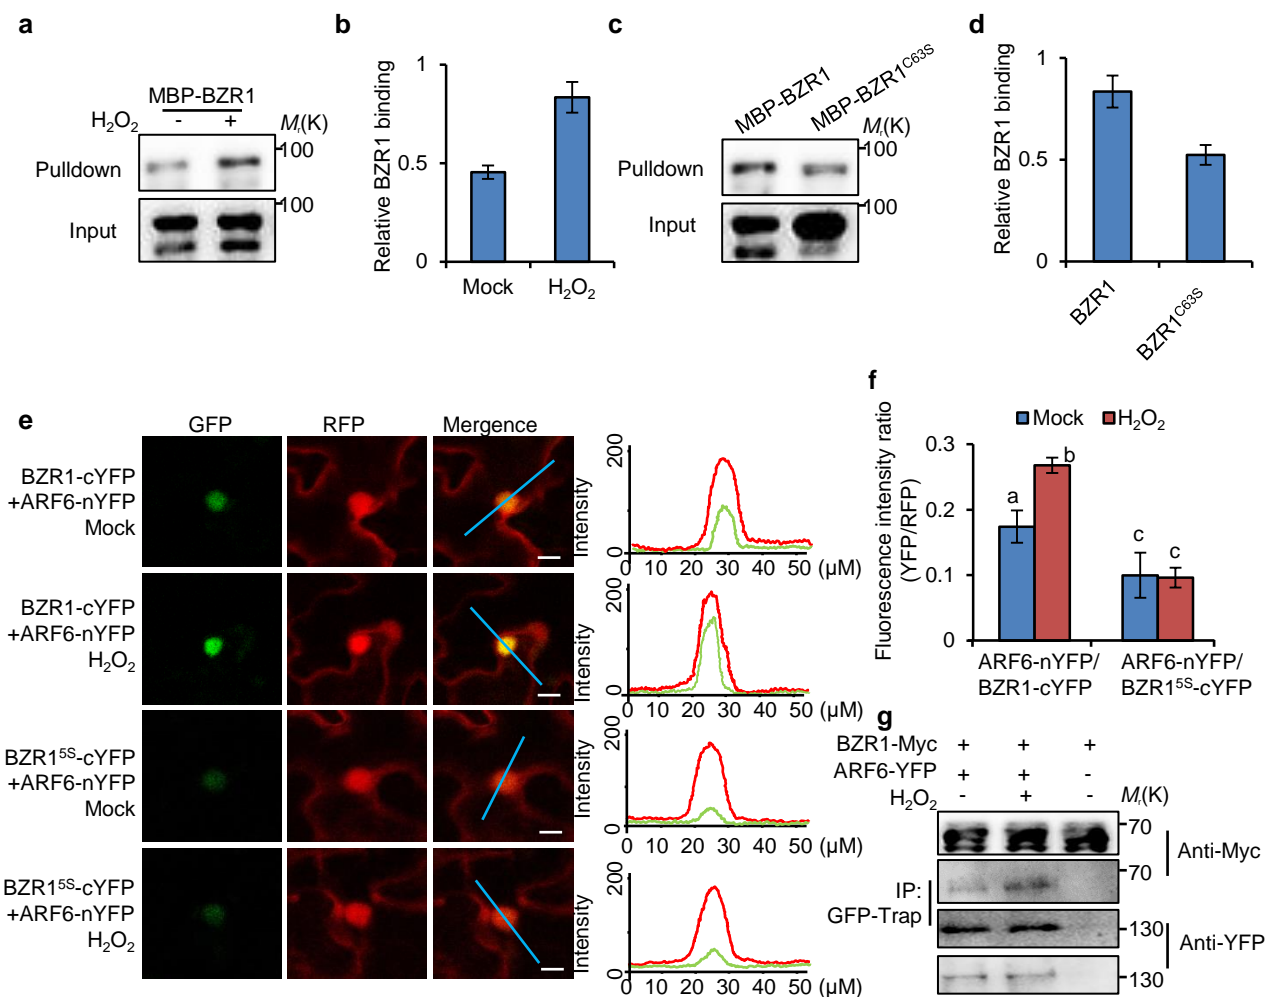

**Supplementary Figure 9.  $H_2O_2$  enhances the interaction of BZR1 and ARF6 *in vivo* and *in vitro*.**

(a-d) Pull-down assays showed that  $H_2O_2$  (a,b) enhanced, while Cys-63 mutation to Ser (c,d) reduced the BZR1-binding ability to ARF6. BZR1, and BZR1<sup>C63S</sup> fused with MBP tags were pulled down by GST-ARF6 and immunoblotted using anti-MBP antibody. Panel (b) and (d) show the quantification of pull-down assays in the panel (a) and (c), respectively. The column indicated the ratio of the mean gray value of immunoblot bands between pull-down and input. Error bars represented the s.d. of three independent experiments. \* $p < 0.05$ , as determined by a Student's  $t$  test. (e,f) RBIFC confocal images show that  $H_2O_2$  enhances, while mutation of cysteine reduces the BZR1-binding affinity to ARF6 in plants. The fluorescent signal of YFP and RFP were taken using LSM700 microscope from Zeiss. The fluorescent intensities were determined along a line drawn on the confocal images using ImageJ software. Scale bar, 10  $\mu m$ . Error bars, s.d. ( $n=50$  images). Different letters above the bars indicated statistically significant differences between the samples (two-way ANOVA,  $p < 0.05$ ). (g) CoIP assays showed that  $H_2O_2$  increased the interaction between BZR1 and ARF6 in plants. The Arabidopsis mesophyll protoplast transformed with BZR1-Myc and/or ARF6-YFP were treated with or without 100  $\mu M$   $H_2O_2$  for 1 hr, and then harvested to perform immunoprecipitation using GFP-Trap agarose beads. Target proteins were detected in western blots using anti-Myc and anti-YFP antibodies.

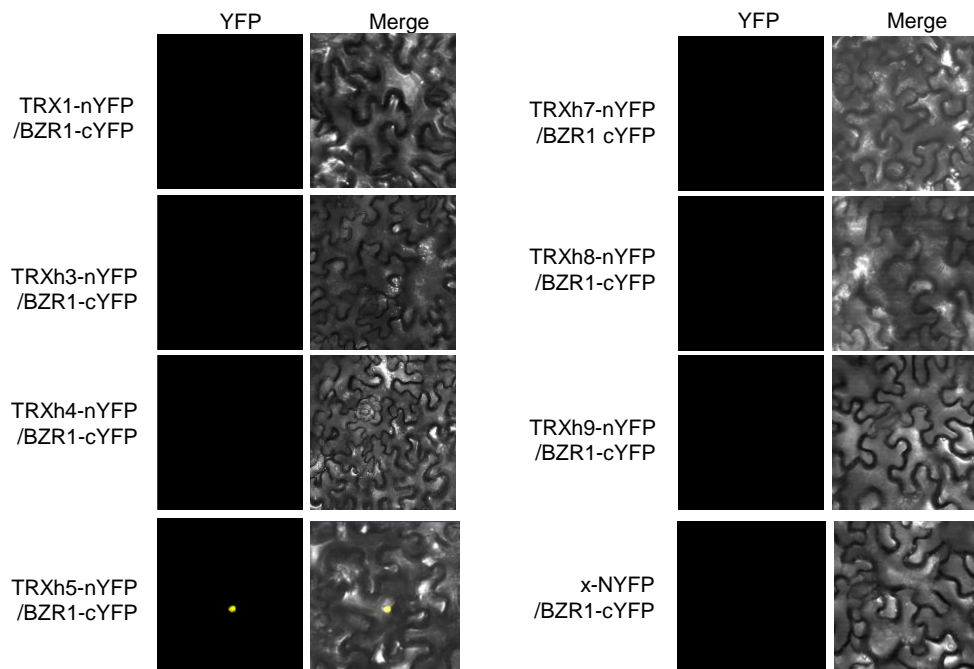

**Supplementary Figure 10. TRXh5 specifically interacts with BZR1 in tobacco leaves.**

Bimolecular fluorescence complementation (BiFC) assays analyzed the interaction between BZR1 and members of TRX-h family in tobacco leaves. Leaf epidermal cells of *N. benthamiana* were cotransformed with BZR1-cYFP and members of TRX-h proteins fused to the amino-terminal half of YFP (TRXhs-nYFP). The fluorescent signals were taken using LSM700 microscope from Zeiss. Merge, overlay of the YFP and light images.

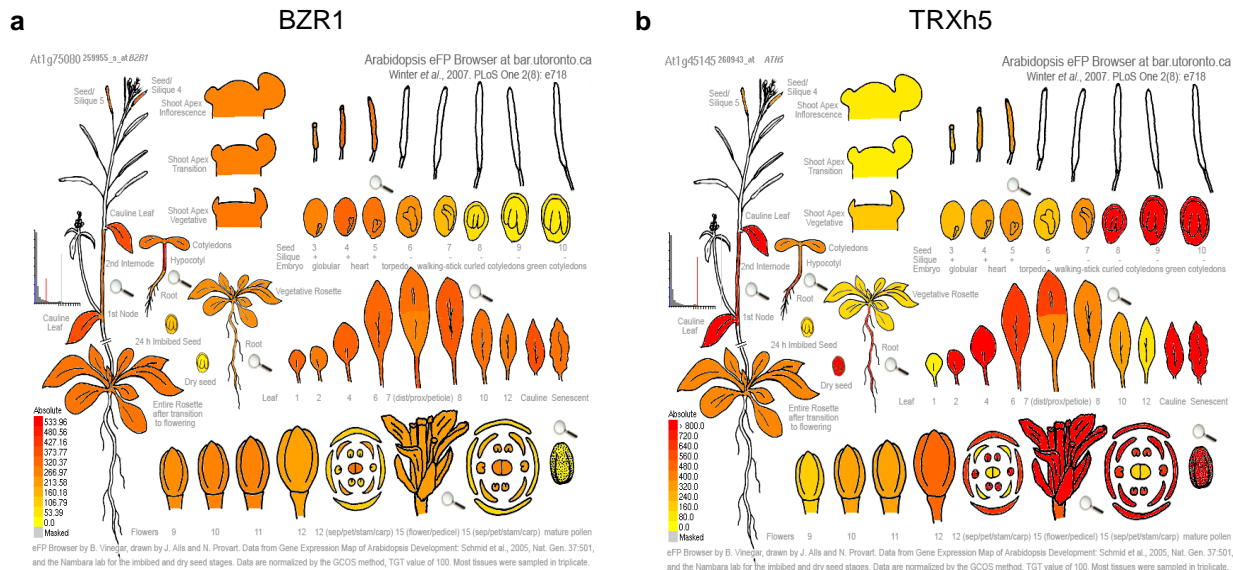

**Supplementary Figure 11. Overlapping expression pattern of *BZR1* and *TRXh5* in plants.**

(a,b) The expression pattern of *BZR1* (a) and *TRXh5* (b) were generated using the Arabidopsis eFP browser at <http://bbc.botany.utoronto.ca/efp/cgi-bin/efpWeb.cgi> (Winter et al., 2007). The color scale at the left bottom corner in each panel indicates the absolute expression levels of each individual gene: red means higher while yellow indicates lower expression levels.

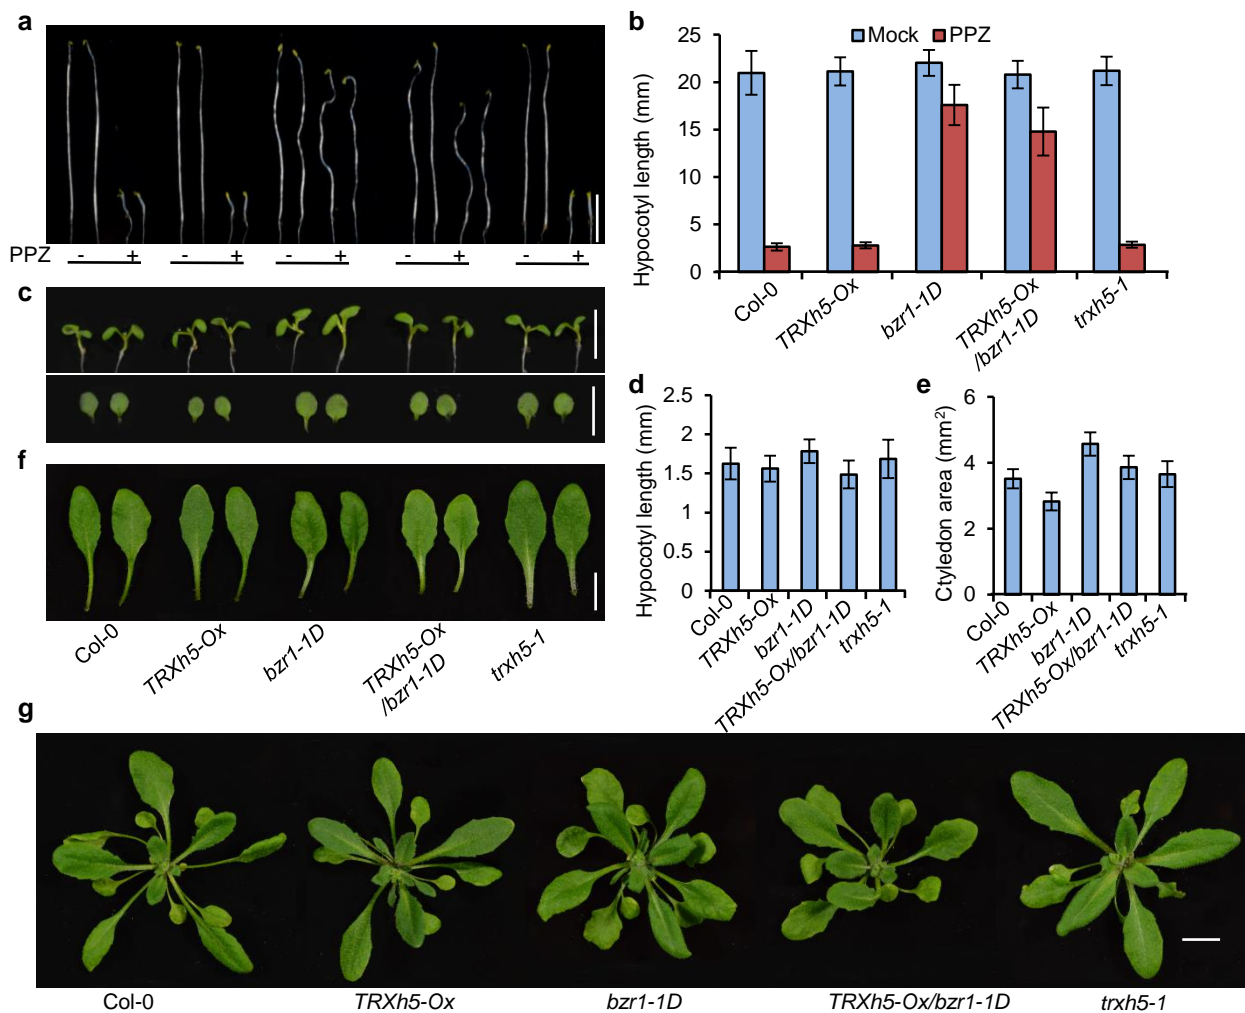

**Supplementary Figure 12. Overexpression of *TRXh5* partial suppresses the function of *BZR1* on cell elongation.**

(a,b) *TRXh5* overexpression attenuated the resistance of *bzr1-1D* to PPZ. Seedlings were grown on ½ MS medium containing 2 µM PPZ in the dark for six days, the hypocotyl length of each seedling were measured. Scale bar, 5 mm. Error bars indicated s.d. (n=30 plants). (c-e) Overexpression of *TRXh5* suppressed the large cotyledons phenotype of *bzr1-1D*. Wild type Col-0, *TRXh5-Ox*, *bzr1-1D*, *TRXh5-Ox/bzr1-1D* and *trxh5-1* were grown on ½ MS medium under constant light for 7 days. The hypocotyl length and cotyledon area of each seedling were measured. Scale bar, 5 mm. Error bars indicated s.d. (n=30 plants). (f,g) Phenotype of Col-0, *TRXh5-Ox*, *bzr1-1D*, *TRXh5-Ox/bzr1-1D* and *trxh5-1* plants grown in soil under long-day condition for 3 weeks. Scale bar, 10 mm.

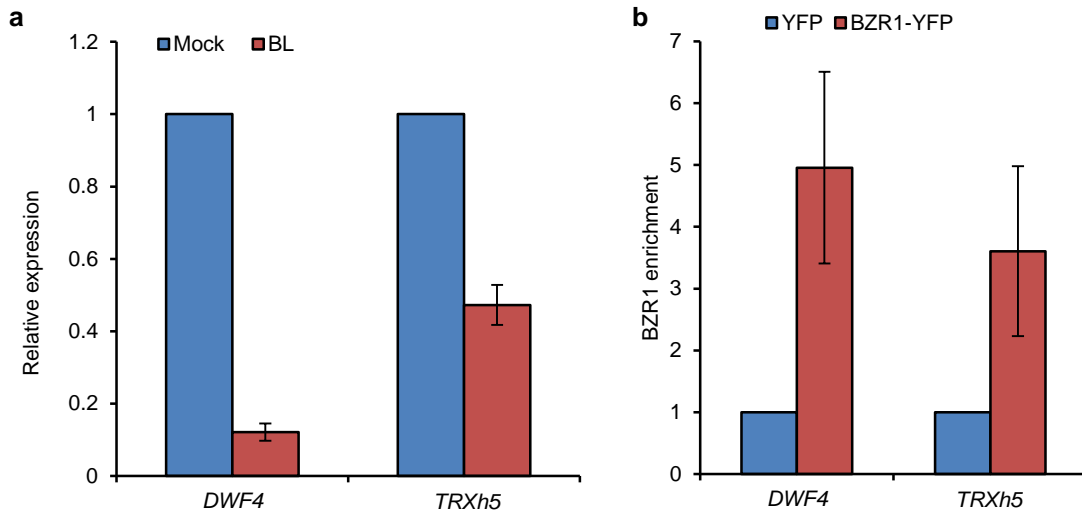

**Supplementary Figure 13. BZR1 directly binds and represses the expression of *TRXh5*.**

**(a)** BR repressed the expression of *TRXh5* and *DWF4*. *PP2A* was used as the internal control. Error bars indicate standard deviation from three biological repeats. **(b)** Quantitative ChIP-PCR analysis of BZR1 binding to the promoter of *TRXh5* and *DWF4*. The chromatin of *pBZR1:BZR1-YFP* and *p35S:YFP* transgenic plants was immunoprecipitated with GFP-trap, and the precipitated DNA was quantified by quantitative PCR. Enrichment of DNA was calculated as the ratio between *pBZR1:BZR1-YFP* and *p35S:YFP*, normalized to that of the *PP2A* coding region. Error bars indicate standard deviation of three biological repeats.

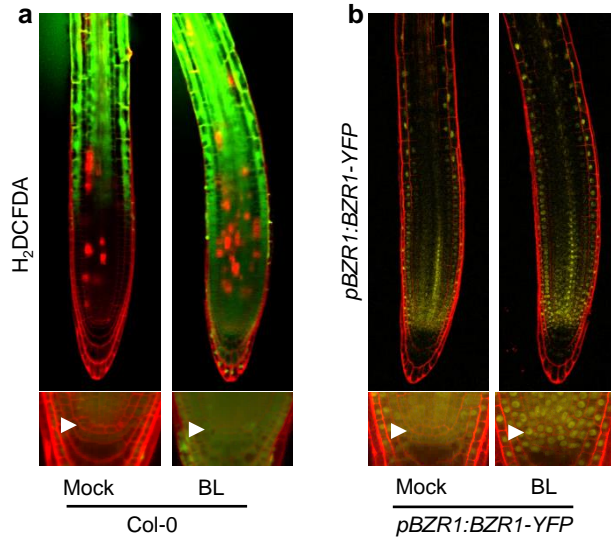

**Supplementary Figure 14. The similar distribution patterns of H<sub>2</sub>O<sub>2</sub> and activated-BZR1 in root tips.**

(a) H<sub>2</sub>DCFDA staining for H<sub>2</sub>O<sub>2</sub> in the primary root tips of Col-0 treated with or without BR. (b) Confocal images of BZR1-YFP localization in a root tip of the *pBZR1:BZR1-YFP* plant with or without BR treatment. Seedlings were grown on ½ MS medium for 4 days, and then transferred to ½ MS liquid medium containing mock solution or 10 nM BL for 30 mins. Arrowheads indicate QC cell layers. Roots were stained with propidium iodide (red). Fluorescent signals were taken using LSM700 microscope from Zeiss.

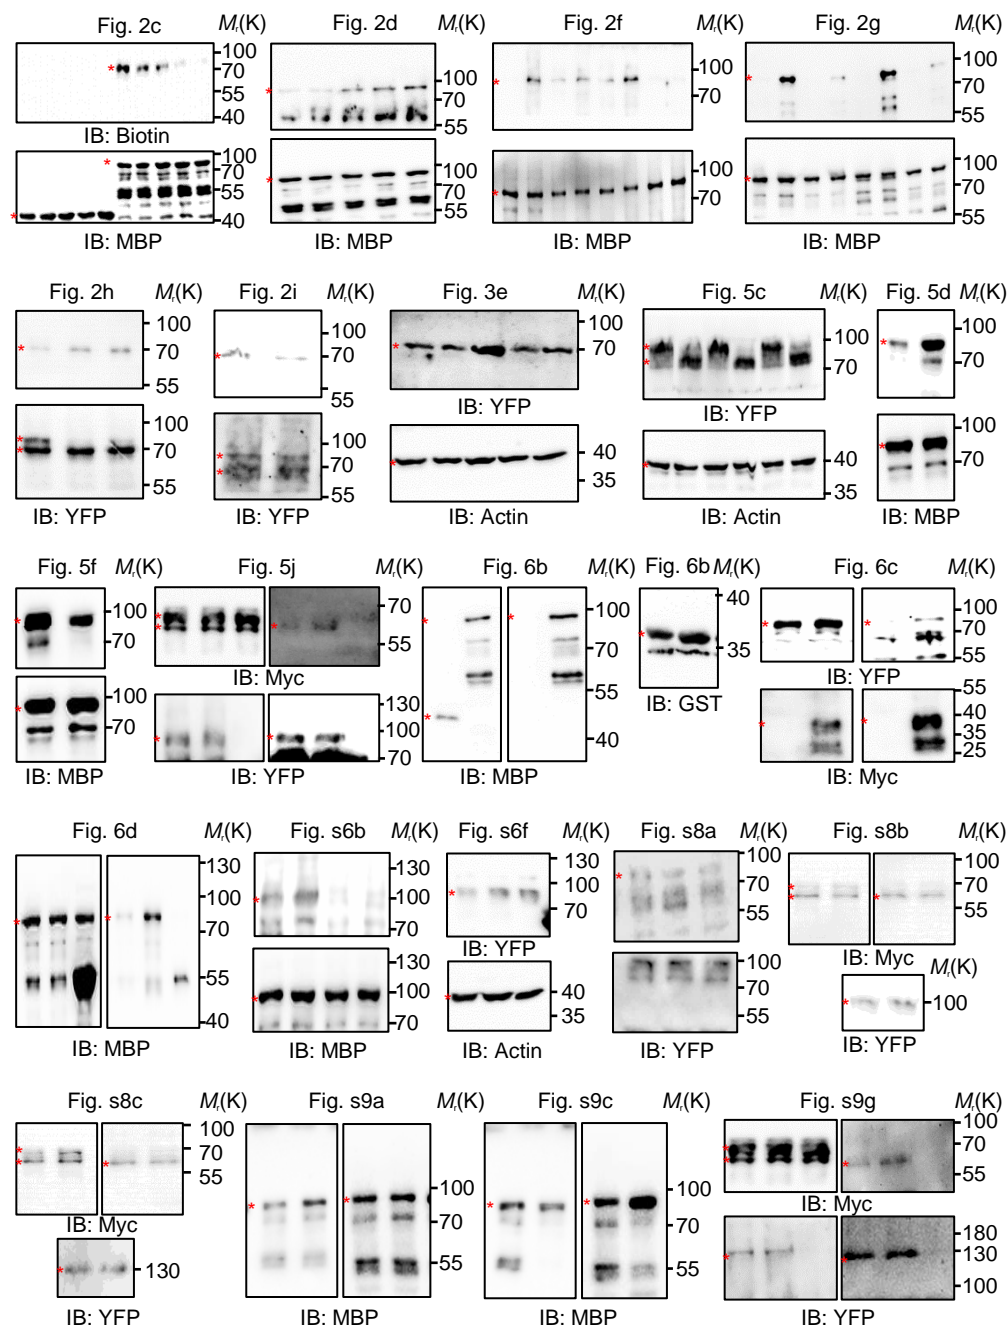

Supplementary Figure 15. Full scan data of immunoblots. Red asterisks indicate the correct bands shown in the figures.

# Supplementary material for: Hydrogen peroxide positively regulates brassinosteroid signaling through oxidation of the BRASSINAZOLE-RESISTANT1 transcription factor
**Source:** Nat Commun. 2018 Mar 14;9:1063. doi: 10.1038/s41467-018-03463-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Supplementary Files

File Name: Supplementary Data 1

Description: **BZR1-regulated genes in mock condition.** Col-0 and *bzr1-1D* were grown on the medium containing 2  $\mu$ M PPZ for 5 days in the dark for RNA-Seq analysis. Differentially expressed genes between *bzr1-1D* and Col-0 were defined by a 1.5-fold expression difference with a possibility  $>0.8$ .

File Name: Supplementary Data 2

Description: **BZR1-regulated genes in DPI condition.** Col-0 and *bzr1-1D* were grown on the medium containing 2  $\mu$ M PPZ and 1  $\mu$ M DPI for 5 days in the dark for RNA-Seq analysis. Differentially expressed genes between *bzr1-1D* and Col-0 were defined by a 1.5-fold expression difference with a possibility  $>0.8$ .

File Name: Supplementary Data 3

Description: **BZR1-regulated genes in DPI and H<sub>2</sub>O<sub>2</sub> condition.** Col-0 and *bzr1-1D* were grown on the medium containing 2  $\mu$ M PPZ, 1  $\mu$ M DPI and 0.3mM H<sub>2</sub>O<sub>2</sub> for 5 days in the dark for RNA-Seq analysis. 

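This list gives a log2 ratio for each gene called between bzr1-1D with DPI plus H2O2 and Col-0. The reference group was checked against the authors' means for the first 1998 of the 5152 rows of Supplementary Data 3. For the 1986 listed genes with means in both groups, the listed ratio equals that of bzr1-1D with DPI plus H2O2 over Col-0 mock, with a largest difference of 4.86e-05. With Col-0 DPI in place of Col-0 mock, 4 genes matched within 0.001.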

Differentially expressed genes between *bzr1-1D* and Col-0 were defined by a 1.5-fold expression difference with a possibility  $>0.8$ .

File Name: Supplementary Data 4

Description: **DPI affected genes in *bzr1-1D* background.** Seedlings of *bzr1-1D* were grown on the medium containing 2  $\mu$ M PPZ and/or 1  $\mu$ M DPI for 5 days in the dark for RNA-Seq analysis. Differentially expressed genes between DPI treatment and no treatment were defined by a 1.5-fold expression difference with a possibility  $>0.8$ .

File Name: Supplementary Data 5

Description: **Oligonucleotide sequences used in this paper.**

How the deposited data were processed for this re-analysis (not part of the article)

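RNA-Seq was measured in 14 samples of dark-grown Arabidopsis seedlings in 5 groups: Col-0 mock, Col-0 DPI, bzr1-1D mock, bzr1-1D DPI and bzr1-1D DPI plus H2O2. The samples were assigned to groups from their labels and the paper. The labels list 3 samples of bzr1-1D mock, whereas the decimals of the authors' means of this group are those of averages over 2 libraries. Which sample was left out is not known.

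The authors sequenced the libraries on the BGISEQ-500 platform, mapped the reads with HISAT and Bowtie2, scaled the values, averaged them within each group and compared pairs of groups with NOISeq. The versions and the genome build are not stated. The deposited group means are in a unit taken here as FPKM, from their size and their scaling by gene length. The authors' deposited log2 ratio is the log2 of the ratio of the means, and recomputing it from the means gave a largest difference of 3.65e-08. The deposited probability is a NOISeq score between 0 and 1. Before deposit, zeros were set to 0.01 FPKM, the lowest value in the tables, so a ratio against such a value has no defined size. The size of a fold that rests on it is not interpreted, but the gene stays in counts of genes past a threshold.

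The 6 comparisons with complete tables were used. A table that ends within a row was left out. The union of the tables holds 24350 genes. Values per sample were not analysed here, so the tests planned for counts or for values per sample could not be made, and the case the plan gives for group means was followed: the study's own criterion of at least 1.5-fold and a probability above 0.8 was applied to the authors' deposited table. No SD, n, confidence interval from replicates or p-value between groups is given, and the depth per sample and the precision it gives are unknown.

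From the authors' means were computed the overlap of calls, ordinary least-squares and orthogonal slopes across genes with a bootstrap of 200 draws over genes, the median size of log2 ratios, and the share of genes with the same or opposite sign. Because each comparison has its own probabilities, the probability of one comparison was also applied to the means of another, through the 5 genes nearest in log2 ratio and in difference of the means. Applied to its own means, this gave 4430 genes in place of 4426 in the mock condition and 2450 in place of 2458 under DPI. It works only where the first comparison has genes of like fold and difference, and a first simulation in which all changed genes had one effect size did not recover the number of calls. For bzr1-1D with DPI plus H2O2 the authors' means were set against Col-0 mock, the reference that the ratios of Supplementary Data 3 show, and against Col-0 DPI.

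The steps were tested on simulated data of 17928 genes. Of 200 genes changed in the mock comparison, 163 were called, with no unchanged gene called, and a slope made as 0.5 was recovered as 0.502. Libraries shared between comparisons were simulated in 20 draws over 23225 genes. The noise came from the spread of the Col-0 DPI log2 ratios in 20 classes of expression. It includes real effects of DPI and is therefore an upper estimate.

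Gene categories were taken from the annotation columns of the files and tested with two-sided Fisher exact tests across genes and Benjamini-Hochberg adjustment. Matched lists were drawn 1000 times within 20 classes of expression. The wording of the light and photosynthesis categories was set to that of the plan after 1 other wording of each had been looked at, and both are given as alternatives. Log2 ratios were centred on the median of the genes with a mean of at least 1 FPKM over both groups. Centred log2 ratios kept the deposited probability, so that calls could be lost and hardly gained. The means were therefore also centred, each group by a factor of like size, and the probability taken again from the 5 nearest genes of the same comparison. Without centring, this step gave 322 higher and 1254 lower genes for DPI in Col-0, where the authors' deposited table gives 323 and 1260. An earlier form of the centring, with at least 1 FPKM in every group, was replaced because the plan names mean expression, and is also given as an alternative.

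The genes named in the text were set by a rule written before the data were examined: every gene the paper names for its expression or as part of the pathway, and for each comparison the 3 called genes with the largest and the 3 with the smallest log2 ratio among those with a mean of at least 10 FPKM. Except for CAB1, genes outside this rule are marked as chosen after their values were seen. CAB1 was named as the most abundant gene in Col-0 DPI, so its choice rests on its value too. Alternatives set before the data were examined were a 2-fold threshold, a probability above 0.9, a minimum of 1 FPKM, pseudocounts of 1 and 0.1 in place of the probability, centring, the condition that selects the genes, the line fitted and the background. The supplementary gene lists were read only in part and no overlap with them was tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.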

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

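The tests of this part on DPI in Col-0, apart from that on gene length, the tests on the scaling of the groups and the tests on the return with H2O2 were chosen after the results were seen; the centred same-sign share itself was set earlier, and only its use as a test came later. The paper uses the groups of the 3 comparisons in this part but does not discuss these pairings. None of the comparisons has a test across replicates.

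In Col-0, DPI changed 1583 genes in the authors' deposited table, 323 higher and 1260 lower. Over the H2O2-dependent BZR1-regulated genes, the DPI log2 ratio in Col-0 had the same sign as in bzr1-1D in 86.0%. A few abundant genes took a larger share of the Col-0 DPI total, which would lower all other genes. After centring on the median gene the same-sign share was 83.4%, so this cannot account for it alone. The share was at least 84.4% in each of 4 classes of gene length. A length bias common to both genotypes would also give a high share within each class, so this does not exclude gene length. DPI-regulated genes of bzr1-1D that were not called in the mock condition had the same sign in 92.55%. A gene that was not called in the mock condition may still have a bzr1-1D effect, and Col-0 has its own BZR1. The paper describes wild-type BZR1 as inactivated by PPZ, which all groups received. Col-0 BZR1 may thus have had little activity, but its remaining activity was not measured here. Whether the DPI effect seen in Col-0 is limited to genes that BZR1 regulates or is wider therefore cannot be told apart.

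The excess of lowered genes in Col-0 depends on the scaling. With the means centred on the median gene and the probability taken again, 849 genes were higher and 534 lower (38.6% lower), but centring on the median gene moves this balance by its construction, so the value does not show that scaling is the cause. Scaling of the groups and a lower level of most transcripts under DPI cannot be told apart here, because only scaled means were analysed.

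With H2O2 added to DPI-treated bzr1-1D, 1991 genes changed in the authors' deposited table, 1624 higher and 367 lower. This direction also depends on the scaling. With the means centred and the probability taken again, 559 genes were higher and 1105 lower, a balance that centring again moves by its construction. The DPI plus H2O2 group differed from the bzr1-1D mock group in 2451 genes, 1484 higher and 967 lower, or 1333 and 1080 with the means centred. Over the H2O2-dependent genes, the slope of the H2O2 log2 ratio on the DPI log2 ratio was -0.431, and the median gene returned by 53.9% of its DPI effect. Both ratios hold the bzr1-1D DPI libraries, which favours opposite signs and an apparent return. No value without an effect of H2O2 was simulated for this slope or this return. Neither can therefore be ascribed to H2O2 by itself. Genes lowered by DPI appeared to return further (63.5%) than genes raised by DPI (36.0%). After centring on the median gene the difference between them was 1.55 percentage points, with a bootstrap interval over genes from -1.92 to 5.02, so the scaling of the groups, or a like shift of most transcripts, may explain this asymmetry. The H2O2-dependent genes returned further than DPI-regulated genes not called for bzr1-1D, by 15.7 percentage points after centring, with an interval over genes from 12.8 to 18.5. Scaling alone is unlikely to explain this second difference. Other causes were not tested. The H2O2-independent genes, which were not called for DPI, had a still higher median return after centring, 64.25% against 50.85% for the H2O2-dependent genes. The return is a share of the DPI log2 ratio, and that ratio was small in these genes. Its median was -0.39 for activated and 0.33 for repressed H2O2-independent genes, against -1.17 and 1.09 for the H2O2-dependent ones. Noise in the shared bzr1-1D DPI libraries weighs more on such a share. Whether a further return is particular to the H2O2-dependent genes is therefore left open.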

How the results depend on the processing

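The settings with the probabilities of another comparison, Col-0 DPI as the reference of the DPI plus H2O2 group, extreme ratios for that group, other category wordings, centred means with the probability taken again and centring on genes with at least 1 FPKM in every group were chosen after the data were seen; the others were set before. No paired analysis was possible because only group means were analysed and no replicate number can be tied to a value. For the same reason leave-one-out fits, the replicate block and DESeq2 were not run. Over the 18 main results, 99 values were computed under other settings: 45 stayed within the margin, 53 moved and 1 reversed. Unless a reason is given, the cause was not tested.

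A stricter criterion leaves fewer genes by its construction. In the order mock, DPI, DPI in bzr1-1D, DPI in Col-0, H2O2, and DPI plus H2O2 against mock, at least 2-fold gave 2618, 1632, 2491, 828, 771 and 1277 genes, and a probability above 0.9 gave 1330, 530, 1037, 259, 163 and 544. The fold with pseudocount 1 and no probability gave 6828, 5397, 7303, 3826, 4396 and 4290 genes, and with pseudocount 0.1 it gave 10155, 8791, 10780, 7409, 7722 and 7364. A minimum mean of 1 FPKM removed no called gene, so it tests nothing. Centred log2 ratios with the deposited probability can hardly gain calls, so they test little. With centred means and the probability taken again, the 6 numbers stayed within 1.5 times, but the share of higher calls moved by up to 47.98 percentage points, for H2O2, and the more frequent direction changed in all but DPI plus H2O2 against mock. The annotated H2O2-dependent genes were then 748 activated and 1129 repressed, against 1219 and 768. The loss under DPI (65.2%), the overlap (2056 genes) and its share in opposite directions (92.5%) stayed within their margins. In each setting, fewer genes were called under DPI than in the mock condition.

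The share of mock genes not called under DPI was 67.2% at 2-fold, 79.7% at a probability above 0.9, 52.1% with pseudocount 1, 35.15% when the DPI condition selected the genes and 56.7% with the probabilities of the mock comparison. The overlap with DPI-regulated genes was 1086 genes at 2-fold, 462 at the stricter probability and 3808 with pseudocount 1, or 41.5%, 34.7% and 55.8% of the mock genes. With the study's criterion the overlap was 54.3% of the DPI-regulated genes. The shares in opposite directions were 94.9%, 97.0% and 91.6%. With Col-0 DPI as the reference, 58.7% of the lost genes passed again with H2O2, and against Col-0 mock 44.4% did with the probabilities of the mock comparison for both loss and return and 38.4% with those of the DPI comparison for both.

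The DPI slope was 0.884 over genes called under DPI, 0.783 as an orthogonal line, 0.557 without log2 ratios past 5, 0.547 with at least 1 FPKM in every group and 0.588 with pseudocount 1. All were below 1. The DPI plus H2O2 slope was 0.768 without log2 ratios past 5. The median difference of the bzr1-1D effect between mock and DPI, 0.44 over genes called in the mock condition, reversed to -0.26 over genes called under DPI. Selecting genes in 1 condition favours large ratios there, so the sign of this value follows the selection.

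The same-sign share of DPI in Col-0 was 95.03% over genes also called in Col-0, 83.4% after centring and 83.7% with the other form of centring. The slope of the return with H2O2 was -0.538 over genes called for H2O2 and -0.46 as an orthogonal line. The number of category tests with an adjusted p-value under 0.05 was 14, and between 11 and 15 under the other settings. At 2-fold, 3 of the 28 tests were no longer under 0.05: the low share of photosynthesis in H2O2-dependent activated genes, and the high shares of cell wall and reactive oxygen species in H2O2-dependent repressed genes. For the 54 named genes, 591 of 594 values kept their call and 3 lost it. These were DPI in bzr1-1D for CPD and BES1 and DPI in Col-0 for TRXh5, each after centring, a setting in which a call could be lost and hardly gained.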

Differences from the paper's values

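The calls, overlaps and slopes computed here differed from the paper's by less than 1.5 times or by less than their error in the setting used at the claims. Of the categories of Fig. 4g, read by eye with an error of about 1 percentage point, the percentages for cell wall and for reactive oxygen species did not differ by this margin in any group or for all genes, and neither did photosynthesis in the activated groups. With at least 2-fold, reactive oxygen species differed in both activated groups. The percentages given below differed. Both are percentages of the genes of a group, but the figure's bar for the whole genome also differs, and the paper's text does not name its annotation source.

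Among H2O2-dependent activated genes the paper's values are about 11% for chloroplast, about 35% for response to GA, about 15% for response to auxin and about 44% for response to light in Fig. 4g, read by eye, against 0.57%, 0.16%, 0.16% and 2.21% here. Among H2O2-dependent repressed genes the paper's values are about 25% for photosynthesis, about 67% for chloroplast, about 55% for response to GA, about 3% for response to auxin and about 61% for response to light in Fig. 4g, read by eye, against 10.3%, 24.1%, 0%, 0% and 7.29% here.

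Among H2O2-independent activated genes the paper's values are about 10% for chloroplast, about 19% for response to GA, about 9% for response to auxin and about 22% for response to light in Fig. 4g, read by eye, against 0.68%, 0%, 0.08% and 1.86% here. Among H2O2-independent repressed genes they are about 9% for photosynthesis, about 40% for chloroplast, about 33% for response to GA, about 5% for response to auxin and about 40% for response to light in Fig. 4g, read by eye, against 3.59%, 9.34%, 0%, 0.12% and 2.63% here.

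For all genes the paper's values are about 2% for photosynthesis, about 16% for chloroplast, about 15% for response to GA, about 5% for response to auxin and about 18% for response to light in Fig. 4g, read by eye, against 0.75%, 2.29%, 0.01%, 0.1% and 2.18% of the annotated genes here. The alternatives set before the data were examined were expressed genes as the background and at least 2-fold. At least 2-fold did not close the gap for any of these values of the gene groups, which the background cannot change. Expressed genes as the background did not close it for all genes, whose percentages the fold threshold cannot change.

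The paper states that light response genes are enriched in the H2O2-dependent activated genes, and here 2.21% of them carried such an annotation against 2.18% of the background (adjusted p = 1, Fisher exact test). The paper states that auxin response genes are enriched in that group, and here 2 genes of 21 were found (adjusted p = 0.61, Fisher exact test). The paper states that GA response genes are enriched in both H2O2-dependent groups. Here both of the 2 annotated genes were activated (adjusted p = 0.0073, Fisher exact test) and none was repressed (adjusted p = 1, Fisher exact test), and 2 genes are too few to show enrichment in 2 groups.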

Other observations

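The tests in this part on the probabilities of the comparisons, on the selection of genes, on the reference of the DPI plus H2O2 group, on the shared bzr1-1D mock libraries and on chromosome 5 were chosen after the results were seen, and so was the simulation. The test on expression was chosen after the data were seen but before its own result. So was the test on a variant linked to BZR1, to which genes at the lowest value were added after its result was seen.

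Fewer genes were called between bzr1-1D and Col-0 under DPI than in the mock condition, and the probability of 0.8 needed a larger difference under DPI. With the probabilities of the mock comparison, 3206 genes were called under DPI against 4426, so this difference in probabilities may explain part of the gap but not all of it. In the other direction, the probabilities of the DPI comparison left 3568 genes in the mock condition against 2458. The ratio of 4426 to 3206 is 1.38, which is within the factor of 1.5 used elsewhere here as the margin for counts, and no replicate error is known. In simulated data with the bzr1-1D effect kept and no effect of DPI, 4097.5 genes were called in the mock condition and 3199 under DPI, and 53.0% of the mock genes were not called under DPI, against 64.0% in the authors' deposited table. Much of that share can thus arise from noise and the different probabilities, if the noise is as large as this upper estimate.

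Noise in the mock log2 ratio, and the selection of genes by it, could lower the slope of a log2 ratio that shares no library with it. Over genes called under DPI, the slope of the mock on the DPI log2 ratio was 0.801, with a bootstrap standard error over genes of 0.0197. The simulation with no effect of DPI gave 0.804 for this slope, and 0.786 for the slope of the DPI on the mock log2 ratio, which was 0.674 in the data. Selection and noise together may thus explain much of the distance from 1, and their parts were not tested one by one. Whether they explain all of it cannot be told apart, because the 2 comparisons select genes at different probabilities and the noise of the mock ratios, with bzr1-1D mock means of 2 libraries, is not known.

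The ratios of DPI plus H2O2 in Supplementary Data 3 use Col-0 mock, which also enters the mock log2 ratio. Simulated data with no effect of DPI gave a slope of 0.886 with this shared reference and 0.784 with Col-0 DPI. In the authors' means the slope with Col-0 DPI was 0.880, above the 0.674 of the DPI condition, so the shared libraries are unlikely to explain the higher slope. The treatment of the Col-0 seedlings then differs from that of bzr1-1D by H2O2, and an effect of H2O2 on wild type cannot be separated from one that depends on bzr1-1D, because no Col-0 group with DPI plus H2O2 is among the groups.

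That DPI and bzr1-1D act in opposite directions could arise from chance values of the bzr1-1D mock libraries. The H2O2 log2 ratio of DPI-treated bzr1-1D uses none of the libraries of the mock comparison, and relative to the median gene it had the sign of the mock log2 ratio in 82.6% of mock genes, where chance values would give an even split. Such chance values are therefore unlikely to be the only cause.

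Highly expressed genes pass the criterion more easily, which could enrich photosynthesis genes. The largest count of photosynthesis genes in 1000 lists matched on expression was 24, against 79 in the H2O2-dependent repressed genes, and no matched list reached the count for chloroplast either. Expression level is thus unlikely to be the cause.

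A set of 48 genes differed by at least 8-fold with one sign between bzr1-1D and Col-0 both in the mock condition and under DPI, with less than 1.5-fold change by DPI in both genotypes and a mean of at least 1 FPKM in a group. In 22 of them 1 genotype stood at 0.01 FPKM, the lowest value in the tables, in both conditions; without these, whose fold has no defined size, the set has 26 genes. The percentage of the 48 genes within 5 Mb of BZR1 was 0, where 3.56 genes would be there by the share of expressed genes, 7.41% (exact binomial test across genes, p = 0.049). Of the 26 genes, 0 were there and 1.93 would be by this share (exact binomial test across genes, p = 0.26). Neither set crowds around BZR1, which argues against variants linked to it as the cause of most of these differences. On chromosome 5 lay 27 of the 48 genes (56.25%), against 23.3% of expressed genes (exact binomial test across genes, p = 9.4e-07, unadjusted, with 5 chromosomes looked at), and 13 of the 26 genes (exact binomial test across genes, p = 0.0037, unadjusted). Chromosome 5 was picked after it was seen, and neighbouring genes are not independent. Some of the 27 genes lie next to each other, such as AT5G27889 and AT5G27890, but crowding along the chromosome was not tested. Whether differing sequence there is the cause therefore cannot be told apart from chance or from reads shared between related genes. A strain difference elsewhere in the genome stays open, and no biological explanation was tested. Of the 26 genes, the largest difference on chromosome 5, chosen after its value was seen, was in TGG2 (AT5G25980), with authors' means of 45.8 FPKM in Col-0 mock and 0.03 FPKM in bzr1-1D mock.

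The paper states, from assays of BR treatment and BZR1 binding, that BR represses TRXh5 (AT1G45145) through BZR1. TRXh5 had authors' means of 25.9 FPKM in Col-0 mock and 38.2 in bzr1-1D mock. They were 16.1 in Col-0 DPI, 14.3 in bzr1-1D DPI and 18.6 in bzr1-1D DPI plus H2O2. In the mock condition TRXh5 was thus higher in bzr1-1D, the opposite direction to that statement. Its mock log2 ratio was 0.56 with a probability of 0.8023, and it missed the call only on the fold threshold. Under DPI its log2 ratio between bzr1-1D and Col-0 was -0.17, also not called. No group received BR and no replicate error is known, so these means cannot decide on the paper's statement. DPI lowered TRXh5 in bzr1-1D by a log2 ratio of -1.42, which was called in the authors' deposited table. CPD (AT5G05690) was lower in bzr1-1D mock than in Col-0 mock (log2 ratio -0.76) and lowered further by DPI in bzr1-1D (-0.61). It is one of the 147 H2O2-dependent genes that moved the same way in both comparisons. After centring on the median gene the DPI change of CPD no longer passed the fold threshold. AOX1A (AT3G22370), chosen after its values were seen, had authors' means of 17.9 FPKM in Col-0 mock, 48.5 in Col-0 DPI, 26.6 in bzr1-1D mock, 152.7 in bzr1-1D DPI and 155.4 in bzr1-1D DPI plus H2O2, so H2O2 did not return it.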
